# Transcriptome analyses of adult mouse brain reveal enrichment of lncRNAs in specific brain regions and neuronal populations

**DOI:** 10.3389/fncel.2015.00063

**Published:** 2015-03-06

**Authors:** Beena M. Kadakkuzha, Xin-An Liu, Jennifer McCrate, Gautam Shankar, Valerio Rizzo, Alina Afinogenova, Brandon Young, Mohammad Fallahi, Anthony C. Carvalloza, Bindu Raveendra, Sathyanarayanan V. Puthanveettil

**Keywords:** lncRNA, mRNA, genomic context, hippocampus, pre-frontal cortex, differential gene expression, RNAseq, pathway analysis

## Abstract

Despite the importance of the long non-coding RNAs (lncRNAs) in regulating biological functions, the expression profiles of lncRNAs in the sub-regions of the mammalian brain and neuronal populations remain largely uncharacterized. By analyzing RNASeq datasets, we demonstrate region specific enrichment of populations of lncRNAs and mRNAs in the mouse hippocampus and pre-frontal cortex (PFC), the two major regions of the brain involved in memory storage and neuropsychiatric disorders. We identified 2759 lncRNAs and 17,859 mRNAs in the hippocampus and 2561 lncRNAs and 17,464 mRNAs expressed in the PFC. The lncRNAs identified correspond to ~14% of the transcriptome of the hippocampus and PFC and ~70% of the lncRNAs annotated in the mouse genome (NCBIM37) and are localized along the chromosomes as varying numbers of clusters. Importantly, we also found that a few of the tested lncRNA-mRNA pairs that share a genomic locus display specific co-expression in a region-specific manner. Furthermore, we find that sub-regions of the brain and specific neuronal populations have characteristic lncRNA expression signatures. These results reveal an unexpected complexity of the lncRNA expression in the mouse brain.

## Introduction

While previously regarded as simply “transcriptional noise,” non-coding RNAs (ncRNAs) constitute 97–98% of the human genome that is not translated into proteins (Derrien et al., 2012). Long non-coding RNAs (lncRNAs) are transcribed by RNA polymerases II and III (Dieci et al., 2007; Kapranov et al., 2007; Guttman et al., 2009), and are a minimum of 200 nucleotides long. Closer scrutiny of lncRNAs, spurred by recent technological advances in DNA microarrays and RNA sequencing, has suggested that they are involved in chromatin remodeling, transcription, alternative splicing, imprinting, cytoplasmic trafficking, and aging (Mercer et al., 2009; Wang and Chang, 2011; Soreq et al., 2014). Based on the genomic orientation of lncRNAs and their associated protein-coding genes, lncRNAs are characterized as intronic, bidirectional, antisense, sense overlapping, and intergenic (Ma et al., 2013).

Whole transcriptome sequencing to investigate tissue-specific expression in lower organisms found that the largest number of tissue specific lncRNA transcripts is expressed in the brain (Kaushik et al., 2013). The large number of lncRNAs that exhibit neuronal-specific expression suggests their essential role in the neuronal diversification seen in higher vertebrates (Cao et al., 2006; Qureshi et al., 2010). It has been reported that aberrant expression of lncRNAs is associated with neurological disorders (Faghihi et al., 2008; Khalil et al., 2009; Johnson, 2012; Pauli et al., 2012; Roberts et al., 2014; Soreq et al., 2014). Using the *in situ* hybridization data available from the Allen Brain Atlas, Mercer et al., reported that lncRNAs are differentially expressed in different regions of the adult mouse brain (Mercer et al., 2008). Recently, Sauvageau et al., have developed several lines of knockout mice to investigate a family of non-coding RNA molecules known as long intergenic non-coding RNAs (lincRNAs) (Sauvageau et al., 2013). These studies reveal that lincRNAs regulate key functions of the overall viability and developmental processes of mice, including the development of the cerebral cortex.

While functional characterization of neuronal-enriched lncRNAs is still limited, broader studies of lncRNA function have implicated them as regulators of transcription through epigenetic regulation of chromatin structure and RNA-transcription factor interaction (Kurokawa, 2011; Kornienko et al., 2013; Wu et al., 2013; Halley et al., 2014). Despite this importance we still do not have unbiased estimates of lncRNAs expressed in specific brain regions and the extent of their differential expression in mammalian brain.

Here we report the identification of the lncRNAs and mRNAs expressed in two key brain regions involved in memory and neuropsychiatric disorders, the hippocampus and pre-frontal cortex (PFC). Following RNAseq analysis (*N* = 4 biological replicates) of hippocampus and PFC, we identified 2759 lncRNAs expressed in the hippocampus and 2561 lncRNAs in PFC using a customized computational analysis pipeline and have identified their chromosomal locations. Among these, 2390 lncRNAs are expressed in both regions. Importantly, 24 lncRNA transcripts are differentially expressed in the hippocampus and PFC. We have then studied differential expression of a subset of lncRNAs in (1) two other brain regions, striatum and cerebellum, (2) dorsal and ventral hippocampus, (3) three different neuronal populations (CA1, CA3, and dentate gyrus neurons of hippocampus), and (4) have examined subcellular distribution of a subset of candidates in the hippocampus and PFC by RNA *in situ* hybridization and sub-cellular fractionation. Our studies establish that specific brain regions and neuronal populations have characteristic expression pattern of lncRNAs.

## Results

### Overview of lncRNA and mRNA profiles in adult mouse hippocampus and PFC

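Hippocampus and PFC RNA was sequenced from 4 samples per region, each made from the pooled tissue of 2 mice. The mice were 7 to 9 weeks old by the labels of the samples, the paper's results and its section on animals, and 8 to 12 weeks old by its paragraph on the RNA preparation. Reads of 75 bases came from an Illumina Genome Analyzer IIx. The authors trimmed the reads by their quality scores, aligned them to the NCBIM37 genome with TopHat2, counted the reads of each gene name with HTSeq without regard to strand, and divided each library's counts by 1 DESeq size factor. The deposited values are these normalized counts for 34620 gene names, of which 9471 had no read in any library. Multiplied by its library's size factor, every value lay within 1e-06 of a whole number, which gave the reads back. The hippocampus libraries held 16636500, 7544019, 14107128 and 3164964 reads assigned to genes in replicates 1 to 4, and the PFC libraries held 4689377, 5742703, 5052351 and 10625194. A count of 0 allows up to 3 reads, which is 1.30 normalized counts in hippocampus replicate 1, the deepest library, and 6.93 in hippocampus replicate 4, the shallowest. This limit covers counting error only. Size factors computed again from the recovered reads as medians of ratios matched those in the values to within 2.89e-15 of their size. Since strand was not kept, reads from exons that an antisense or overlapping pair of genes share cannot be told apart. The kind of each gene and its place on NCBIM37 were taken from GENCODE M1, which held 33294 of the gene names (96.2%). Hippocampus and PFC were compared with limma on log2(normalized count + 1) over the 19789 genes with a mean of at least 1 across the 8 libraries, and a fold change above 0 means higher in hippocampus. Each p weighs the difference between regions against the spread between pools of mice, not between single mice. By the paper's total of mice both regions appear to come from the same pools, a pairing that was not used.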

To perform an unbiased profiling of the total transcriptome of the hippocampus and pre-frontal cortex (PFC) in the adult mouse, RNA samples were prepared from the respective brain regions of 7–9 week old male mice (*N* = 4 biological replicates, each replication has two mice). The transcripts were assembled and analyzed using a reported workflow as shown in Figure 1A. 

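Hippocampus and PFC expressed nearly equal numbers of genes. At a mean normalized count of at least 1 over a region's 4 libraries, 19765 genes were detected in the hippocampus and 19805 in the PFC, and 18863 of them were shared. Protein-coding genes made up 80.4% of those in the hippocampus (15887 genes) and 80.6% of those in the PFC (15956 genes). Malat1, a nuclear lncRNA, or mt-Rnr2, the large mitochondrial ribosomal RNA, took the most reads in each library, between 0.687% and 1.62%. The 10 most abundant genes of a library held 5.03% to 7.82% of its reads, and mitochondrially encoded genes held 1.59% (PFC replicate 4) to 3.40% (hippocampus replicate 3). Another 902 genes passed this level in the hippocampus alone and 942 in the PFC alone. The lncRNAs and protein-coding genes alone numbered 17762 in the hippocampus and 17794 in the PFC. Counted from a single read in any of the 4 libraries, 24072 genes were detected in the hippocampus and 23205 in the PFC. Such a count grows with depth, and the hippocampus libraries together held more reads than the PFC libraries.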

We mapped a total of 20,618 genes in the hippocampus and 20,025 genes in the PFC, including both protein-coding and non-coding transcripts (Table S1). 

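Most lncRNAs detected were shared between the hippocampus and the PFC. With the level of 1 normalized count, 1875 lncRNAs were detected in the hippocampus and 1838 in the PFC, of which 1638 in both and 2075 in at least 1 region. GENCODE M1 holds 3845 lncRNA records, and 3730 of the gene names in the values belong to this class. The lncRNAs of the hippocampus were 50.3% of these names and those of the PFC 49.3%. Counted from a single read in any of a region's 4 libraries, the shares were 72.5% and 67.2%. The lncRNAs over the level in 1 region alone were rare transcripts. The 237 of the hippocampus had a median of 1.55 normalized counts there, the highest being Gm11681 at 8.23, and 190 of them had at least 1 read in the PFC. The 200 of the PFC had a median of 1.49, the highest being 1700047F07Rik at 5.08, and 179 of them had at least 1 read in the hippocampus. The median of 1.55 lay under the limit that a count of 0 allows in each PFC library (2.02 to 4.61). That of 1.49 lay under it in each hippocampus library except replicate 1 (1.30). These limits are those of single libraries, and the limit for the 4 libraries of a region together is lower. Since most of these lncRNAs had a read in the other region, passing the level in 1 region alone did not mean absence from the other. Counted from a single read, 2703 lncRNAs were detected in the hippocampus, 2506 in the PFC and 2338 in both. Required in all 4 libraries of a region, the numbers were 1206, 1179 and 967. A count from a single read grows with depth, and the hippocampus libraries together held more reads. Its larger numbers and share in the hippocampus are therefore not evidence that more lncRNAs were expressed there.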

There are 3823 lncRNAs so far annotated in the mouse genome, according to the NCBIM37, and the 2759 lncRNAs mapped in the hippocampus and 2561 in the PFC from our study represent ~70% of the total annotated mouse lncRNAs. Alignment of mapped reads from each sample to mouse transcriptome is provided in Table S1. Additionally, these lncRNAs represent ~14% of the total mouse brain transcriptome mapped in this study. 

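The lncRNAs were 9.49% of the genes detected in the hippocampus and 9.28% of those in the PFC at a mean of at least 1 normalized count, and 11.2% and 10.8% when a single read sufficed. These shares are of genes of all classes. Of the lncRNAs and protein-coding genes alone, lncRNAs were 10.6% in the hippocampus and 10.3% in the PFC, and 13.2% and 12.6% from a single read. By reads their share was smaller. They took 2.10% ± 0.20 of a hippocampus library's reads (SD, n = 4) and 1.91% ± 0.14 of a PFC library's, while protein-coding genes took 95.2% ± 0.67 and 95.9% ± 0.43. Malat1 alone held 0.994% of the reads in the hippocampus and 0.801% in the PFC. A further 8.91% of the genes detected in the hippocampus and 8.89% in the PFC belonged to other annotated classes such as pseudogenes and small RNAs.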

The total transcriptome composition in each tissue is shown in Figures 1B,C for the hippocampus and PFC, respectively. Next, we estimated the expression abundance of all lncRNA and mRNA genes by running Cufflinks across 8 samples using the ENSEMBL annotation file (NCBI37).

**Figure 1:**
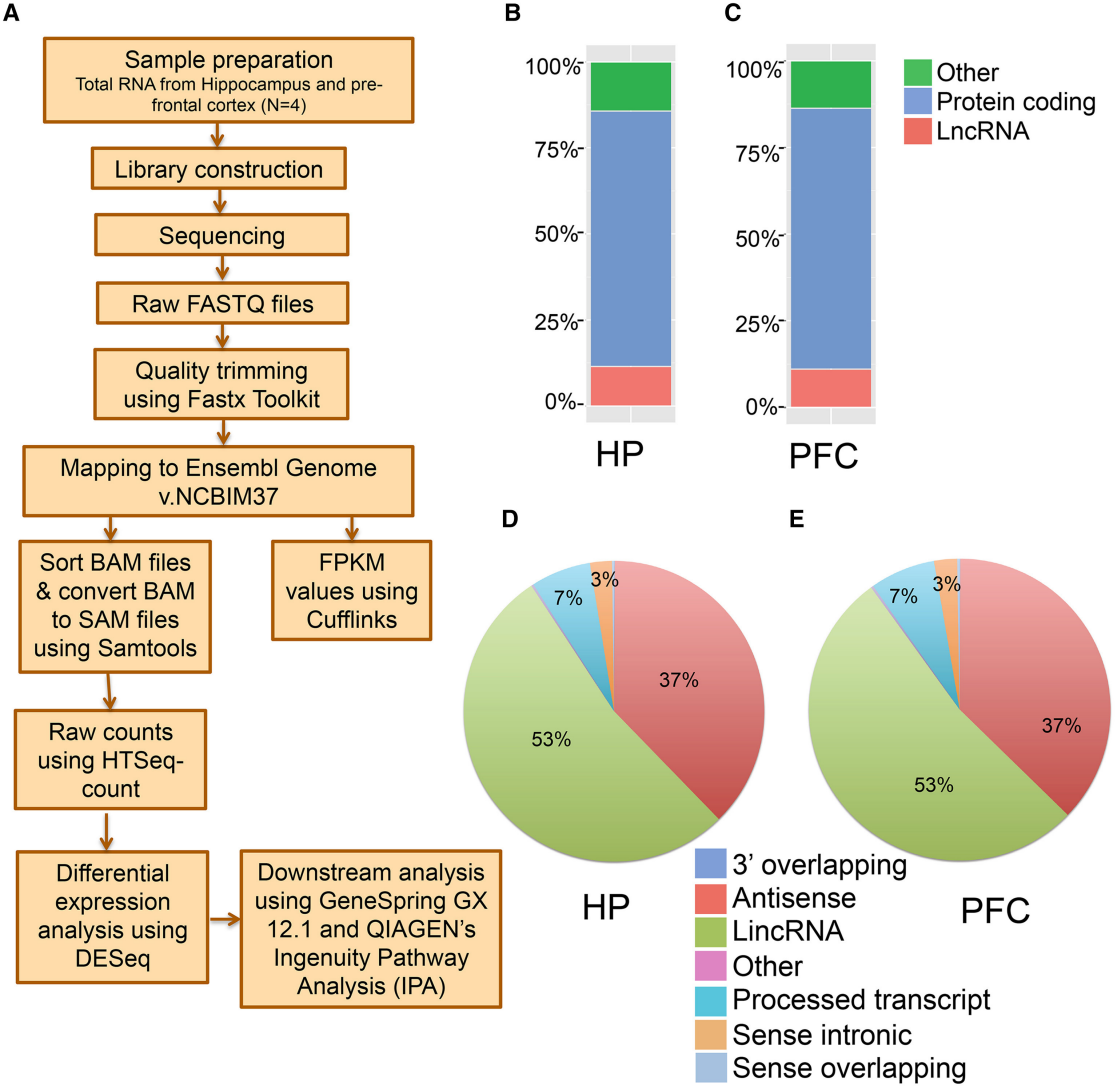
**Next generation sequencing analysis of hippocampus (HP) and pre-frontal cortex (PFC) from adult mouse brain**. **(A)** Pipeline for the identification of mRNAs and lncRNAs from mouse brain total RNA preparation. Total RNA was isolated from HP and PFC for RNAseq (*N* = 4). **(B, C)** Classification of whole transcriptome from HP and PFC, respectively, based on the coding potential of the transcripts mapped. **(D, E)** Pie charts showing the percentage of seven categories of lncRNAs identified in HP and PFC on the basis of their relationship with protein coding genes.

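Malat1, a nuclear lncRNA, had the most reads of any lncRNA in both regions, with 72571 ± 6145 normalized counts in the hippocampus and 57703 ± 5742 in the PFC (SD, n = 4). Over all genes it ranked 2nd in the hippocampus and 1st in the PFC. Meg3 and Rian, transcripts of the imprinted Dlk1-Dio3 locus on chromosome 12, had 13511 ± 2419.6 and 2323 ± 235 normalized counts in the hippocampus and 13124 ± 1115 and 2409.9 ± 109 in the PFC. Xist, which coats the inactive X chromosome, had 3134 ± 1590.5 and 2758 ± 970.4, with 888 to 9963 reads per library. Miat had 2964 ± 497 in the hippocampus and 2747 ± 218 in the PFC, and Tug1 had 1284 ± 63.8 and 1149 ± 157. By counts, which are not corrected for gene length, Malat1, Meg3, Xist, Miat, Rian and Tug1 ranked 1, 2, 5, 6, 7 and 8 among lncRNAs in the hippocampus and 1, 3, 5, 6, 7 and 9 in the PFC. The places between were held by Gm15564, 1700020I14Rik and, in the PFC, 6330403K07Rik, which were singled out after the values were seen. Per kb of annotated exons, Gm15564 ranked 1 and Malat1 ranked 2 in both regions, and Meg3, Xist, Miat, Rian and Tug1 ranked 4, 16, 8, 9 and 15 in the hippocampus and 4, 21, 8, 9 and 19 in the PFC. None of Malat1, Meg3, Rian, Xist, Miat and Tug1 differed between the regions at an adjusted p under 0.05 from limma, and 1 of the 6 had an unadjusted p under 0.05. That was Malat1 (log2 fold change 0.33, SE 0.11, adjusted p = 0.12 from limma), which was higher in each hippocampus library than in any PFC library and passed with edgeR (adjusted p = 0.039), with DESeq2 (adjusted p = 0.029) and, in limma, with array weights (adjusted p = 0.035) and without hippocampus replicate 2 (adjusted p = 0.015). With quantile normalization its log2 fold change turned to -0.056 (adjusted p = 0.89 from limma). Quantile normalization sets each value by its rank within a library. With Malat1 ranked 2nd and 1st over all genes, that setting cannot decide whether it differed. The sign of other small log2 fold changes also turned, with quantile normalization (-0.030) and array weights (-0.042) for Meg3, without hippocampus replicate 2 for Meg3 (-0.074), Miat (-0.0084) and Rian (0.0094), and without hippocampus replicate 3 or PFC replicate 4 for Meg3 (-0.0064 and -0.024) and Xist (-0.17 and -0.096).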

Analysis of the top 50 lncRNAs based on expression abundance identified key members such as *MALAT1, MEG3, RIAN, XIST, MIAT, and TUG1* (Figures S1A,B). *MALAT1* knockout mice studies showed that *MALAT1* neighboring genes were deregulated, indicating a potential cis-regulatory role of *MALAT1* in gene transcription (Zhang et al., 2012). The Allen Brain Atlas shows a similar expression profile for the lncRNAs *MEG3, RIAN*, and *MIAT*. Additionally, we looked at the top 50 mRNAs and the complete list is represented in Figures S1C,D. This abundance estimation indicated much lower expression levels of non-coding RNAs compared to that of protein-coding RNAs and that most lncRNAs (>80%) are expressed at a low level, an observation similar to those drawn from previous studies of the mammalian genome (Mercer et al., 2008; Derrien et al., 2012).

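The median lncRNA was about as far below the median mRNA in the hippocampus as in the PFC. In the hippocampus the median of the detected lncRNAs was 5.10 ± 0.52 normalized counts and that of the mRNAs 116 ± 2.59 (SD, n = 4 libraries). In the PFC they were 5.40 ± 0.66 and 116 ± 0.91. The median mRNA thus exceeded the median lncRNA 22.8 ± 1.84-fold in the hippocampus and 21.6 ± 2.59-fold in the PFC. This fold moved with the level of detection, to 34.5 ± 3.89 and 33.4 ± 2.79 when a single read sufficed and to 10.7 ± 0.53 and 10.9 ± 0.55 at a mean of at least 5. Of the detected lncRNAs, 96.2% ± 0.19 in the hippocampus and 96.2% ± 0.15 in the PFC had fewer normalized counts than the median mRNA. Since lncRNAs are shorter than mRNAs, the comparison was also made per kb of annotated exons. The medians were then 3.88 for lncRNAs and 32.9 for mRNAs in the hippocampus, and 3.70 and 32.8 in the PFC, which is 8.50 ± 0.44-fold and 8.89 ± 0.62-fold. In the hippocampus 93.6% ± 0.47 of the lncRNAs lay under the mRNA median, and in the PFC 93.5% ± 0.53 did. In hippocampus replicate 4, the median lncRNA lay within the limit that a count of 0 allows.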

The transcriptomic profile of mRNA and lncRNA expression is summarized in Table S1. Further classification of the lncRNAs based on genomic context using the ENSEMBL annotation file provided eight biotypes: antisense, long lincRNAs, processed transcripts, sense overlapping, sense intronic, long non-coding, 3′ overlapping ncRNA and ncRNA host. Among these, lincRNAs (53%) and antisense ncRNAs (38%) showed predominance compared to other types of ncRNAs in both tissues (Figures 1D,E), an outcome similar to the observations from earlier studies (Khalil et al., 2009; Pauli et al., 2012; Ma et al., 2013). For example, the human GENCODE catalog mapped more than 70% of the lncRNAs into the lincRNA category (Derrien et al., 2012). Similarly the transcriptomic profiling in Maize showed that 93% of lncRNAs are located in intergenic regions and only 7% of the lncRNAs overlap with gene sequences (Li et al., 2014). 

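LincRNAs were the largest group of lncRNAs in both regions, ahead of antisense RNAs. In the hippocampus 1096 of the 1875 detected lncRNAs were lincRNAs (58.5%, 95% Wilson interval 56.2 to 60.7) and 655 were antisense RNAs (34.9%, 32.8 to 37.1). In the PFC 1074 of 1838 were lincRNAs (58.4%, 56.2 to 60.7) and 639 were antisense RNAs (34.8%, 32.6 to 37.0). Processed transcripts made up 3.63% in the hippocampus and 3.81% in the PFC, and sense intronic RNAs 2.61% and 2.50%. Malat1, Meg3 and Xist are lincRNAs in this annotation, A830036E02Rik and Gm13205 are antisense RNAs, 6330403K07Rik is a processed transcript and Neat1 is listed under another non-coding class. The shares in the hippocampus and the PFC differed by less than their intervals. The intervals cover counting error only.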

To estimate the differential expression (DE), the raw read counts generated in HTSeq were used in the R Bioconductor package DESeq. 

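In the hippocampus 15 lncRNAs and 489 protein-coding genes were higher than in the PFC, and in the PFC 20 lncRNAs and 586 protein-coding genes were higher than in the hippocampus (adjusted p under 0.05 from limma, 4 libraries per region). They were 35 of the 1867 lncRNAs and 1075 of the 15944 protein-coding genes tested. Over 2-fold were 10 lncRNAs and 126 protein-coding genes in the hippocampus, and 16 and 220 in the PFC. A830036E02Rik, an antisense RNA on chromosome 11, had 115 ± 22.9 normalized counts in the hippocampus and 311 ± 71.9 in the PFC (log2 fold change -1.41, SE 0.18, adjusted p = 0.00016 from limma). A930024E05Rik, a lincRNA on chromosome 5, had 28.6 ± 2.37 and 9.01 ± 2.75 (3.17-fold by the means, adjusted p = 0.0073 from limma). Also higher in the hippocampus were Emx2os (0.99), Sox2ot (0.60) and the paraspeckle RNA Neat1 (0.57), while BC006965 (-1.63) and 6330403K07Rik (1187 ± 79.3 and 1672 ± 163 normalized counts) were higher in the PFC, with log2 fold changes in parentheses. In leave-one-out fits the calls of Emx2os, Sox2ot, Neat1 and BC006965 were lost without PFC replicate 3 or 4, and 3 of them also without other libraries, Emx2os without hippocampus replicate 1 or 3, Neat1 without hippocampus replicate 3 or 4 or PFC replicate 1, and BC006965 without hippocampus replicate 1 (adjusted p up to 0.12 from limma). With a replicate block the calls of Sox2ot (adjusted p = 0.0501 from limma) and Neat1 (0.060) were lost. The block, here and below, joins samples of the same number, which are not known to share a pool. Their deviations correlated at -0.41, -0.30, -0.01 and 0.06 for replicates 1 to 4 across genes. Gm11681 had 8.23 ± 2.41 normalized counts in the hippocampus and a single read in 1 PFC library. Of the 24 lncRNAs of the paper's Table S1, 10 were higher in the hippocampus, 12 were higher in the PFC, and Gas5 and 2310002F09Rik did not pass. The study chose these 24 on the same libraries, so their count is not independent evidence.
Part of the marker genes of the regions' own neurons differed between the regions. The gene lists were written before the data were examined, but after the first lines of the paper's Table S1, which rests on the same libraries, had been read. Dsp, Lct, Prox1, Spink8, Cpne7, Nr3c2, Mef2c, Foxp2, Syt6, Kl and Doc2g stand there, so their part in the counts and tests of their lists is not independent evidence. Of 12 dentate granule neuron markers, 6 were higher in the hippocampus and none in the PFC (7 and none when adjusted over the list alone), among them C1ql2 (2.19), Dsp (2.13), Lct (1.81) and Prox1 (1.76), with log2 fold changes in parentheses. With camera the list had adjusted p = 4.3e-06, and adjusted p = 0.077 with an estimated correlation. Of 12 CA pyramidal neuron markers, 8 were higher in the hippocampus and none in the PFC (10 and 1 when adjusted over the list alone), led by Spink8 (1.86), Fibcd1 (1.74) and Cpne7 (1.36), with camera adjusted p = 2.1e-10, and adjusted p = 0.072 with an estimated correlation. Of 12 upper cortical layer markers, 9 were higher in the PFC (11, and 1 in the hippocampus, when adjusted over the list alone), among them Stard8 (-1.72) and Mef2c (-1.68), with camera adjusted p = 5.3e-16, and adjusted p = 0.049 with an estimated correlation. Of 14 deep layer markers, 5 were higher in the PFC and 1, Crym (0.67), in the hippocampus (6 and 1 when adjusted over the list alone), led by Foxp2 (-2.61) and Syt6 (-1.90), with camera adjusted p = 0.0042, and adjusted p = 0.055 with an estimated correlation. Part of the markers of tissue next to each region also differed. Of 20 choroid plexus genes, 11 were higher in the hippocampus (14 when adjusted over the list alone), among them Mfrp (2.59), Ttr (2.10), Folr1 (2.10) and Kl (2.06). With camera the list had adjusted p = 8.2e-14, and adjusted p = 0.055 with an estimated correlation. Of 13 genes of striatal projection neurons, 11 were higher in the PFC (11 when adjusted over the list alone), among them Adora2a (-2.46), Drd1a (-2.20) and Penk (-2.07), and of 8 olfactory bulb genes 5 were higher in the PFC (5 when adjusted over the list alone), among them Th (-2.68) and Doc2g (-2.28). With camera the last 2 lists had adjusted p = 1.5e-20 and 1.9e-07, and adjusted p = 0.049 and 0.055 with an estimated correlation. Outside the lists, the largest differences included Rasd1 (2.27) and Slc9a4 (2.17) in the hippocampus and Tfap2d (-3.55), Trbc2 (-3.51), Tnnc1 (-3.42) and Rasgef1c (-2.73) in the PFC. Without hippocampus replicate 1, 2 or 3 or without PFC replicate 3 or 4, the lncRNAs past the threshold numbered 20, 49, 18, 11 and 10 and the protein-coding genes 702, 2136, 644, 557 and 559. With array weights they numbered 68 and 2314, and with a replicate block 20 and 698. The olfactory bulb genes higher in the PFC numbered 3 without PFC replicate 3 or 4, and 1 dentate marker was higher in the PFC without hippocampus replicate 2, as was 1 CA marker with DESeq2, with array weights and without hippocampus replicate 2 or PFC replicate 1. From its own DESeq comparison and adjusted p-values, the paper states that lncRNAs and protein-coding genes are expressed differently in the hippocampus and the PFC.
Within the PFC, several lists had other levels in replicates 1 and 2 than in replicates 3 and 4, a comparison made after the values were seen. The mean log2 value of the dentate granule neuron genes was 7.84, 7.77, 7.28 and 6.87 in PFC replicates 1 to 4 and 8.23 to 8.45 in the hippocampus libraries. That of the CA pyramidal neuron genes was 9.00, 8.96, 8.44 and 8.09 (9.39 to 9.60 in the hippocampus), and that of the choroid plexus genes 4.63, 4.67, 3.88 and 3.49 (5.25 to 5.86). Oligodendrocyte genes had 10.28, 10.21, 9.75 and 9.71 (10.68 to 10.89), and 14 of 16 were higher in the hippocampus, with adjusted p = 0.052 with an estimated correlation. The mean of the striatal genes was 7.18, 7.26, 7.46 and 7.80 (5.62 to 6.15), and that of the upper cortical layer genes 9.02, 9.14, 9.28 and 9.36 (8.27 to 8.36).

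**Figure D1:**
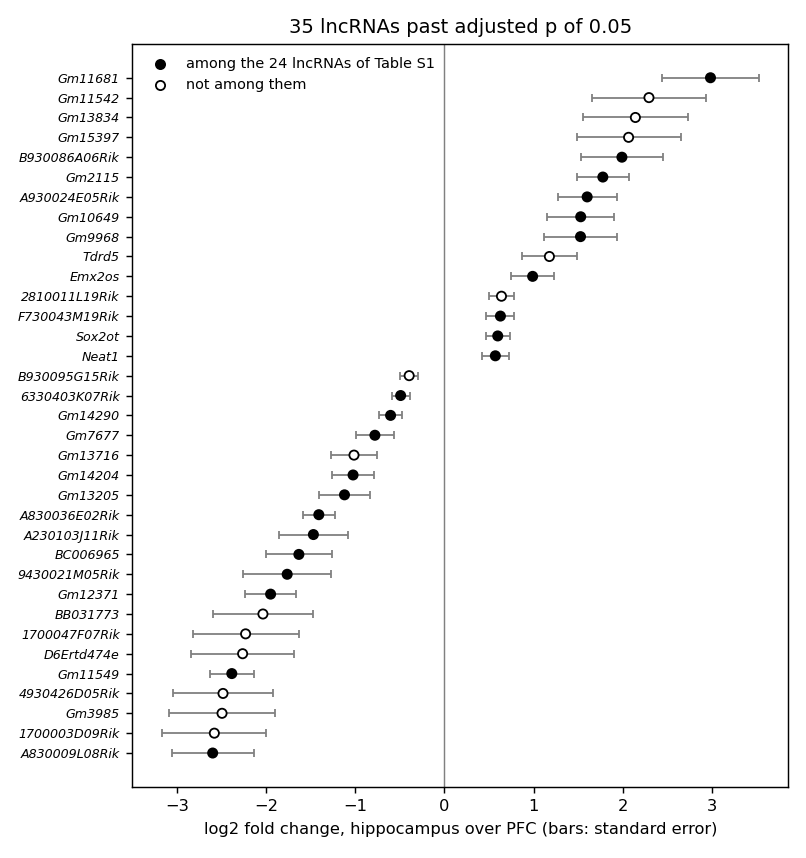
Log2 fold change from limma, hippocampus over PFC, of the 35 lncRNAs past an adjusted p of 0.05, each with its standard error as a bar (4 libraries per region). Filled points are among the 24 lncRNAs of Table S1 and open points are not. Of the points, 15 lie above 0 (higher in hippocampus) and 20 below it.

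**Figure D2:**
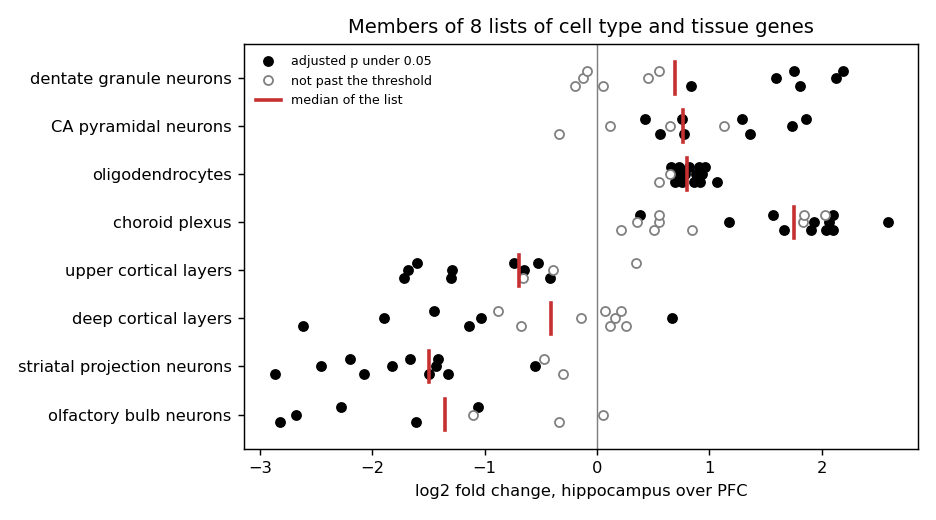
Log2 fold change from limma, hippocampus over PFC, of the members of 8 lists, with 1 point per gene. Filled points passed an adjusted p of 0.05, open points did not, and the red line is the median of the list. The medians of the dentate, CA, oligodendrocyte and choroid plexus lists lie above 0 and those of the other 4 lists below it.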

DESeq analyses of the protein coding as well as non-coding transcripts showed a robust DE pattern where 24 long non-coding (Figure 2A) and 821 protein-coding transcripts were differentially expressed between the hippocampus and PFC (adjusted *p*-value < 0.05; Table S1).

**Figure 2:**
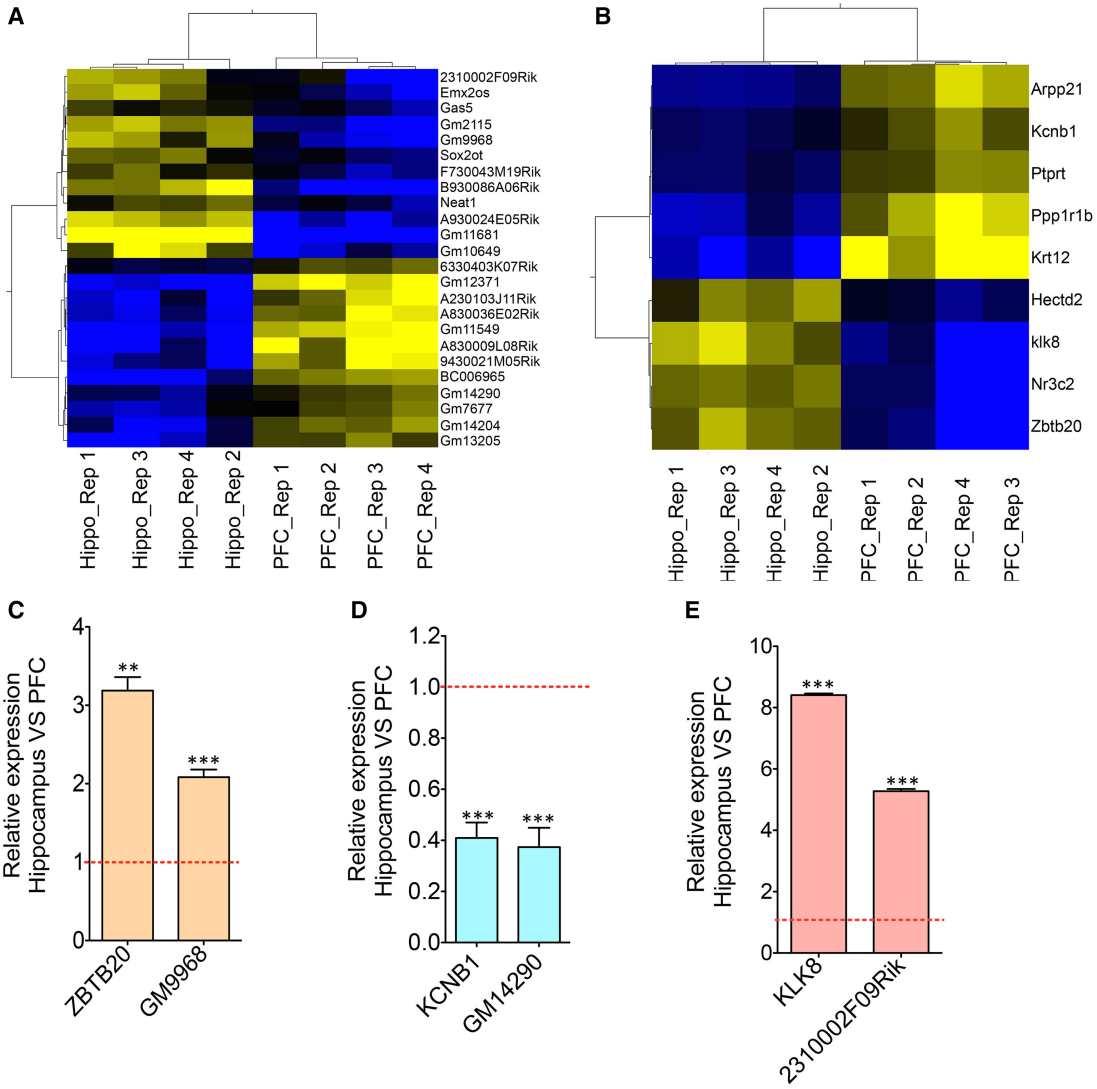
**Co-expression analyses of differentially expressed lncRNAs and neighboring mRNAs. (A)** Heat map showing differentially expressed lncRNAs between HP and PFC (*N* = 4). **(B)** Heat map showing mRNAs that are differentially expressed between HP and PFC as well as that present within a 50 Kb genomic region flanking the genomic locus of differentially expressed lncRNAs in **(A)**. **(C–E)** Are the qRT-PCR validation of the expression pattern of three lncRNA-mRNA pairs (GM9968 and ZBTB20; GM14290 and KCNB1; 2310002F09Rik and KL8) showing concordant gene expression between the lncRNA and its overlapping mRNA (*N* = 4; Student *t*-test, ^**^P-value < 0.01, ^***^P-value < 0.001). Data was normalized to 18sRNA level. Red dotted line shows 1-fold change. Error bars represent SEM.

### Chromosome organization of lncRNA genes in mouse brain

Next, we asked whether the differentially enriched lncRNAs in the hippocampus and PFC are clustered in a specific region or randomly distributed on chromosomes. In order to observe the chromosomal distribution of lncRNAs, we mapped the transcriptional loci of all 2930 lncRNAs detected in this study. Table S2 list the number of lncRNAs expressed from each chromosome from the current study and Figure S3 shows the distribution of lncRNAs on each chromosome. Based on the number of lncRNAs encoded, the top three chromosomes (2, 4, and 11) are highlighted in red. A “spot” on the chromosome where we observe a large number of lncRNAs are clustered together, we termed as an “lncRNA transcriptional cluster” while discussing the chromosomal distribution of lncRNAs in the manuscript. 

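Of the 2075 lncRNAs detected in the hippocampus or the PFC, 287 lie on chromosome 2 (13.8%), 244 on chromosome 11 (11.8%) and 180 on chromosome 4 (8.67%). The next was chromosome 5 with 130. Per 100 detected protein-coding genes of the same chromosome, there were 22.6 lncRNAs on chromosome 2, 18.4 on chromosome 11 and 18.1 on chromosome 4. Gm14290, Gm14204 and 9430021M05Rik are among those on chromosome 2, A830036E02Rik, BC006965 and Tug1 among those on chromosome 11, and Gm12371 and Gm13205 among those on chromosome 4. Counted from a single read in any library, chromosome 4 held 297 lncRNAs.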

Figure 3 shows that most of the lncRNA loci mapped in this study are clustered along chromosomes 2, 4, and 11. LncRNA loci in other chromosomes are shown in Figure S3. We find that though lncRNA loci are present as several clusters, the genomic loci of differentially expressed lncRNAs in the hippocampus and PFC are randomly distributed along the chromosomes (red: higher in PFC and blue: higher in hippocampus). 

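The 35 lncRNAs that differed between the regions were spread over most chromosomes. Chromosome 11 held 6 of them (2 higher in the hippocampus and 4 in the PFC), where 4.12 would follow from its share of the detected lncRNAs. Chromosome 2 held 4, where 4.84 would follow, chromosome 4 held 4, where 3.04 would follow, and all 8 of these were higher in the PFC. Chromosome 8 held 4 (Gm10649 and 3 higher in the PFC), where 1.67 would follow. Chromosomes 9, 15, 17 and X held none. Drawn at random from the detected lncRNAs, as many lncRNAs were spread at least as unevenly in a share of 0.518 of 100000 draws (chi-square 17.6, permutation p = 0.518, one-sided). A clustering of neighbouring lncRNAs within a chromosome was not tested.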

Interestingly, we did not find any hippocampal or PFC lncRNAs present in the Y chromosome. 

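No lncRNA was among the gene names that GENCODE M1 places on the Y chromosome. Of 20 Y-linked names in the values, 0 were lncRNAs in this annotation. The 1326 names not found in it have no chromosome here, so a Y-linked lncRNA among them is not excluded. Of the 20, 8 had a read in any library and 4 had a mean of at least 1 normalized count. These 4 are protein-coding genes expressed in many male tissues, namely Kdm5d (282 normalized counts over the 8 libraries), Ddx3y (249.9), Eif2s3y (157) and Uty (143).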

Similar to our finding, an earlier study on the mouse embryonic brain also did not assign any lncRNAs to the Y chromosome (Lv et al., 2013).

**Figure 3:**
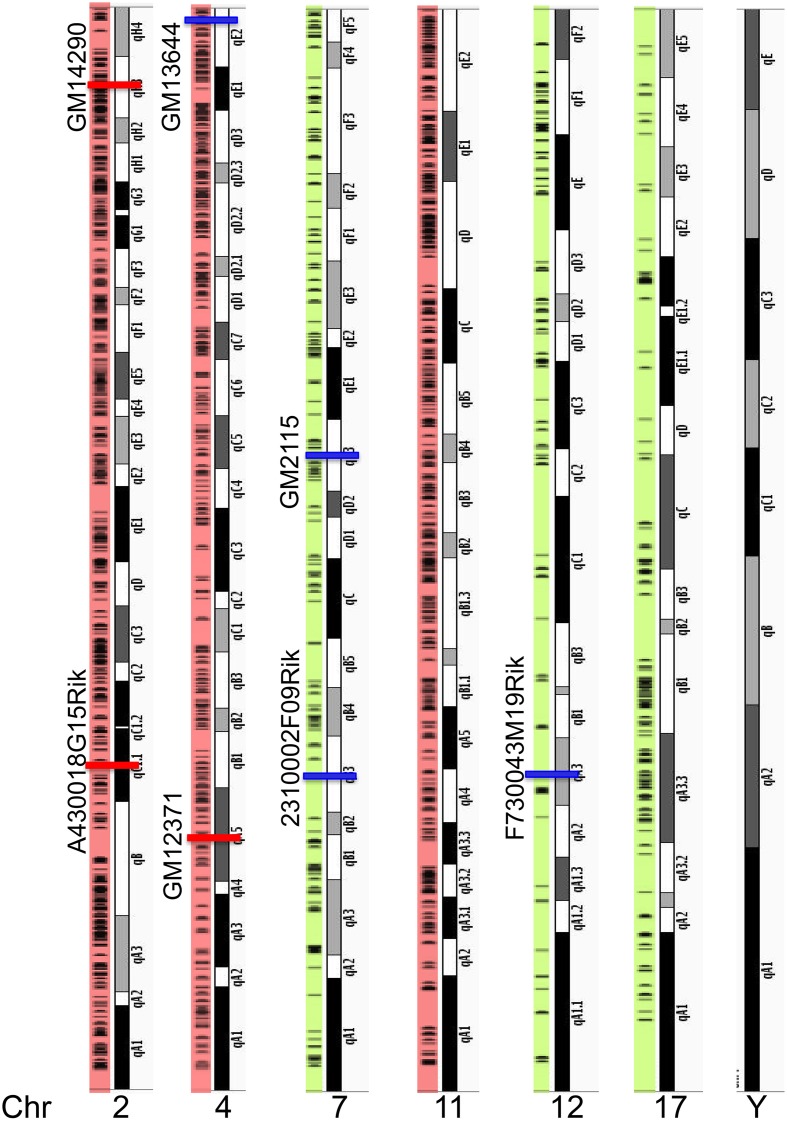
**Chromosome locations of all lncRNAs along mouse genome**. Top three chromosomes (2, 4, and 11) that encode maximum number of lncRNAs are highlighted in red and three examples of chromosomes that code less than 150 lncRNAs are highlighted in green. Horizontal black lines in the color shaded along the chromosome show chromosomal location of individual lncRNAs. This analysis showed clustering of several lncRNAs along the chromosomes. All the 21 chromosomes and their lncRNAs distribution are illustrated in Figure S3. Percentage of lncRNAs in each chromosome is provided in Table S2. Chromosomal locations of seven lncRNAs used in this study and their genomic location (Red: enriched in PFC and blue: enriched in HP) are indicated in the Figure. None of the lncRNAs we identified in the HP and PFC map onto the Y chromosome.

### Expression analysis of differentially enriched protein-coding-noncoding genes that share common genomic locus

We analyzed whether the differentially enriched lncRNAs and the mRNAs within its vicinity show co-enrichment in these brain regions. Selective enrichment of lncRNA and neighboring mRNAs suggest co-regulation of their expression. We determined which of the 24 differentially expressed lncRNAs are transcribed from genomic loci overlapping with, or adjacent to, the loci that encode 821 differentially expressed mRNAs identified from DESeq analysis. For the purpose of defining “genomic association,” we have defined 50 Kb in either direction of the genomic loci of a given lncRNA (Figure 2B) as the “neighboring chromosomal region.” Furthermore, we considered that the DE of one of the genes in this pair (lncRNA and mRNA) is either positively or inversely correlated with the DE of the other gene.

By screening ~50 Kb genomic region flanking the genomic loci of all 24 lncRNAs on either direction using the UCSC genome database, (https://genome.ucsc.edu/), we identified ~50 mRNA genes. 

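Of the protein-coding genes tested, 65 lie within 50 kb of 1 of the 24 lncRNAs of Table S1, and 10 of the 65 differed between the hippocampus and the PFC at an adjusted p under 0.05 from limma. Among those higher in the hippocampus were Zbtb20, a zinc finger transcriptional repressor needed for the development of the hippocampus, Nr3c2, the mineralocorticoid receptor (log2 fold change 1.29, beside Gm10649 at 1.53), Klk8, Morn3 (1.96), Spag17 (2.18) and Dhx33 (0.76). Among those higher in the PFC were the receptor phosphatase gene Ptprt (-0.75, 15 bases from 9430021M05Rik at -1.77) and Krt12 (-2.06, which overlaps A830036E02Rik). Each of these mRNAs had a fold change of the same sign as its lncRNA, except Dhx33, whose neighbour 6330403K07Rik was higher in the PFC (-0.49). Arpp21 (-1.10), Ppp1r1b (-1.50) and Hectd2 (0.73) also differed, and all 3 lie more than 50 kb from each of the 24. Around the 35 lncRNAs that differed, 72 tested protein-coding genes lie within 50 kb and 11 of them differed, 10 in the direction of their lncRNA. Ppp1r1b, which encodes DARPP-32, overlaps 1 of these lncRNAs, 1700003D09Rik (-2.58). Random draws of as many tested lncRNAs had 5.85 such mRNAs on average (95% of draws 2 to 11, permutation p = 0.030, one-sided, 10000 draws), and within 200 kb, with 18 such mRNAs, the p was 0.11. The 11 became 27 without hippocampus replicate 2, 14 without PFC replicate 1, 9 without PFC replicate 2, 8 without hippocampus replicate 4, 6 without hippocampus replicate 1, 5 without hippocampus replicate 3, 4 without PFC replicate 3 and 3 without PFC replicate 4. They became 39 with array weights, 18 with DESeq2 and 6 with no filter on low values, and the 10 near the lncRNAs of Table S1 became 16 with array weights. The call of Gm10649 was lost with no filter and without hippocampus replicate 3 or 4 or PFC replicate 4 (adjusted p up to 0.096 from limma), and that of 9430021M05Rik with a pseudocount of 0.5, with no filter, with quantile normalization and without hippocampus replicate 1 or 3 or any of the PFC libraries (adjusted p up to 0.16). Morn3 passed under 6 and Spag17 under 12 of 19 alternatives. Reads in exons shared by an overlapping pair cannot be told apart. Such reads may add to the agreement in sign and to the count behind the permutation p. Of its exon bases, Krt12 shares 54.1% with A830036E02Rik, Ppp1r1b 15.7% with 1700003D09Rik and Nr3c2 3.82% with Gm10649, while Ptprt shares none.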

Matching these ~50 mRNAs to the differentially enriched 821 mRNA gene list identified 9 mRNAs, that are within 50 kb of lncRNAs and are differentially enriched between the hippocampus and PFC. For further characterization we have selected from this list, lncRNAs and their corresponding mRNAs coded from the same loci. We found three lncRNA-mRNA pairs that share a common genomic locus and are partially or completely overlapping with each other.

One of these three pairs, *GM9968*, is an lncRNA significantly enriched in the mouse hippocampus and transcribed in the antisense direction of DNA binding protein gene *ZBTB20* (Zinc finger and BTB domain-containing protein 20). Past studies showed that *ZBTB20* is particularly expressed in primary hippocampal neurons, cerebellar granule cells, gliogenic progenitors and differentiated glia. RNAseq analyses showed that both of these transcripts are enriched in the hippocampus, and we confirmed the results by qRT-PCR, which showed a 2-fold enrichment of *GM9968* and 3-fold enrichment of *ZBTB20* in the hippocampus compared to the PFC (Figure 2C). 

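Gm9968 and Zbtb20 were both higher in the hippocampus. Gm9968, a lincRNA on chromosome 16 (43346000 to 43363779, minus strand), had 43.6 ± 7.87 normalized counts in the hippocampus and 16.7 ± 9.48 in the PFC (log2 fold change 1.53, SE 0.41, adjusted p = 0.035 from limma). Zbtb20, on the plus strand from 42875994 to 43642715, had 10831 ± 1384 and 4626 ± 1533 (log2 fold change 1.28, SE 0.19, adjusted p = 0.00049 from limma). For both genes each hippocampus library was above each PFC library. Gm9968 lies inside Zbtb20 and shares 104 exon bases with it, whose reads cannot be told apart. The call of Gm9968 was lost without hippocampus replicate 1 (adjusted p = 0.10 from limma), hippocampus replicate 3 (0.10), PFC replicate 2 (0.051), PFC replicate 3 (0.091) or PFC replicate 4 (0.085), and with no filter on low values (0.080).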

In a similar way we analyzed two more protein-coding lncRNA pairs to identify specific expression patterns. *GM14290* is another lncRNA on chromosome 2 that shares exonic overlap with the gene *KCNB1. KCNB1* is a potassium voltage-gated channel subfamily B member 1 that mediates the voltage-dependent potassium ion permeability of excitable membranes. Interestingly, the *GM14290*-*KCNB1* pair is enriched in the PFC compared to the hippocampus and we have confirmed the NGS results with qRT-PCR (Figure 2D). Additionally, our studies showed that *2310002F09Rik* is another lncRNA that shares an exonic overlap with *KLK8* in the antisense direction. 

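Gm14290 was higher in the PFC. This lincRNA on chromosome 2 (166924294 to 166927326, minus strand) had 333 ± 49.0 normalized counts in the hippocampus and 505 ± 52.5 in the PFC (log2 fold change -0.60, SE 0.13, adjusted p = 0.0094 from limma). Each PFC library was above each hippocampus library. The call of Gm14290 was lost without PFC replicate 4 (adjusted p = 0.051 from limma).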

*KLK8* (kallikrein-related peptidase 8), known commonly as neuropsin, is a serine protease expressed predominantly in the brain. Earlier analyses using northern blot and *in situ* hybridization demonstrated that neuropsin is expressed specifically in the limbic system of the mouse brain and is present at the highest concentrations in pyramidal neurons of the hippocampal CA1 and CA3 subfields (Oka et al., 2002).

Consistent with the above studies, our gene expression analyses, both by RNAseq as well as qRT-PCR validated that klk8/neuropsin is highly enriched in the hippocampus (~5-fold difference) compared to the PFC. 

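Klk8, which encodes the secreted protease neuropsin, had 54.5 ± 9.74 normalized counts in the hippocampus and 18.4 ± 9.88 in the PFC (SD, n = 4), a 2.96-fold difference of the means (log2 fold change 1.66, SE 0.35, adjusted p = 0.0084 from limma). Its lowest hippocampus library had 43.3 normalized counts and its highest PFC library 28.9. Klk8 lies on the plus strand of chromosome 7 from 51052947 to 51059192. Of its exon bases, 369 (27.9%) are shared with the lincRNA 2310002F09Rik on the other strand, and their reads cannot be told apart.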

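2310002F09Rik lies on the minus strand of chromosome 7 from 50950579 to 51053315 and reaches over the start of Klk8. It had 40.7 ± 8.91 normalized counts in the hippocampus and 19.0 ± 12.4 in the PFC, 2.15-fold by the means (log2 fold change 1.28, SE 0.42, adjusted p = 0.091 from limma). The regions overlapped, with 27.9 to 48.0 in the hippocampus libraries and 6.72 to 31.4 in the PFC libraries. It did not pass with edgeR (adjusted p = 0.087) or DESeq2 (adjusted p = 0.068) either. It passed in limma without hippocampus replicate 2 (adjusted p = 0.021), PFC replicate 1 (0.047) or PFC replicate 2 (0.041), and with array weights (0.0052).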

We found that the lincRNA *2310002F09Rik* that shares exonic overlap with neuropsin spans the promoter region of the neuropsin and is enriched in the hippocampus (~8-fold) compared to the PFC. Both genes are enriched very significantly in the hippocampus compared to the PFC. 

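In the pairs Gm9968 and Zbtb20 and 2310002F09Rik and Klk8, the lncRNA and the mRNA had their higher mean in the hippocampus. Zbtb20 and Klk8 passed the adjusted p of limma, and so did Gm9968, while 2310002F09Rik did not. Zbtb20 and Klk8 kept their calls under every alternative, and the calls of the lncRNAs changed without some of the libraries, that of Gm9968 also with no filter on low values and that of 2310002F09Rik also with array weights. Both members of the first pair passed without hippocampus replicate 2 or 4 or PFC replicate 1, and both members of the second without hippocampus replicate 2 or PFC replicate 1 or 2. Since the 8 libraries come from 2 regions, 4 from each, no correlation of the lncRNA with the mRNA over them is given.

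**Figure D3:**
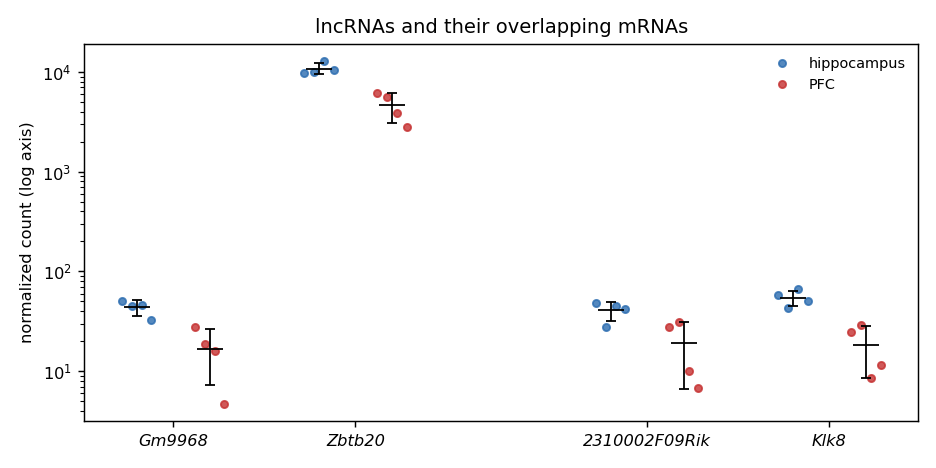
Normalized counts on a log axis of the lncRNA and the mRNA of 2 pairs, with 1 point per library in the hippocampus (blue) and the PFC (red), 4 per region. Black lines give the mean and the SD. For 2310002F09Rik the points of the regions overlap, and for the other 3 genes they do not.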

Here, these three pairs had a positive, direct correlation where both mRNA and lncRNA were selectively enriched in either the hippocampus (*GM9968* -*ZBTB20 and 2310002F09Rik* -*KLK8)* or PFC (*GM14290*-*KCNB1)*. This observation is consistent with the prevalence of concordant expression patterns in mammalian *cis*-sense or *cis*-antisense gene pairs (Nakagawa and Kageyama, 2014).

To understand the functional significance of the tissue-specific gene signatures, we applied gene ontology enrichment analysis of upregulated (log2 fold change > 1, adjusted *p*-value < 0.05) and downregulated genes (log2 fold change < –1, adjusted *p*-value < 0.05) in the hippocampus compared to the PFC using Ingenuity Pathway Analysis (Qiagen-IPA). The top ten upregulated and downregulated pathways were identified and sorted according to their statistical significance as the negative logarithm of *p*-values calculated by IPA (Figures S4A,B). Our analysis found that many of the differentially expressed mRNAs assigned to the canonical pathway mapping are involved in the categories “Neurological diseases, Psychological diseases and Behavior” and are enriched in the PFC compared to the hippocampus.

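Receptors, peptides and channels with roles in behaviour differed between the regions in both directions. Of 31 neuropeptides and their receptors, 10 were higher in the PFC and 1, Npy2r (1.65), in the hippocampus (17 and 4 when adjusted over the list alone). Among them were Penk (-2.07), which encodes enkephalin, the kappa opioid receptor gene Oprk1, the cholecystokinin receptor gene Cckbr (-1.96) and the substance P gene Tac1 (-1.82), as log2 fold changes. With camera the list had adjusted p = 2.9e-09, and adjusted p = 0.049 with an estimated correlation. Of 32 monoamine and acetylcholine receptors, 12 were higher in the PFC and 4 in the hippocampus (12 and 6 when adjusted over the list alone). The serotonin receptor gene Htr1d (-2.60), the adrenergic receptor gene Adra1b (-2.12) and Drd1a were higher in the PFC, and Htr4 (140.3 ± 13.2 against 51.3 ± 28.1 normalized counts), Htr5b (1.19), Htr1a (0.47) and Chrna7 (0.50) in the hippocampus. The list's median was 0.02 and its mean -0.24, and camera gave it the direction of the PFC at adjusted p = 0.047, with adjusted p = 0.13 with an estimated correlation. This call was also lost with a pseudocount of 0.5, with each library scaled to the same total and without hippocampus replicate 2 or 3 or PFC replicate 2 or 4 (up to adjusted p = 0.097 over all settings). Of 34 voltage-gated potassium channel genes, 11 were higher in the PFC and 4 in the hippocampus (16 and 9 when adjusted over the list alone), led by Kcna5 (-1.95), Kcnh5 (-1.53), Kcnv1 (-1.09) and Kcnf1 (-1.08) in the PFC, with Kcnab1 (0.50), Kcnip2 (0.50), Kcnab2 (0.47) and Kcna4 (0.42) in the hippocampus. With camera this list had adjusted p = 6.6e-05, and adjusted p = 0.049 with an estimated correlation. Transmitter receptors went both ways. Of 17 ionotropic glutamate receptors, 2 were higher in the hippocampus, Gria1 (0.82) and Grin2a (0.38), and 3 in the PFC, Grik3 (-0.81), Gria4 (-0.48) and Gria3 (-0.48), with 3 and 3 when adjusted over the list alone. Of 12 GABA-A receptor subunits, 2 were higher in the hippocampus, Gabra5 (0.97) and Gabra2 (0.64), and 4 in the PFC, Gabrd (-1.27) and Gabra3 (-1.09) among them, with 3 and 4 when adjusted over the list alone. Of 7 metabotropic glutamate receptors, Grm8 (-1.05) and Grm3 (-0.89) were higher in the PFC (2, and 2 in the hippocampus, when adjusted over the list alone). These last 3 lists had camera adjusted p = 0.85, 0.099 and 0.099. The GABA-A list passed camera with edgeR, with DESeq2 and without PFC replicate 4 (adjusted p = 0.025 to 0.22 over all settings), and the metabotropic list with edgeR, DESeq2 and array weights (adjusted p = 0.039 to 0.20). Penk, Tac1, Drd1a, Drd2 and Pdyn are also markers of striatal projection neurons, a list that was higher in the PFC as a whole. Cckbr and Gabra5 stand in the lines of Table S1 that had been read before the lists were written. Without PFC replicate 4, 7 potassium channel genes and 6 monoamine and acetylcholine receptors were higher in the PFC, and without PFC replicate 3, 2 GABA-A subunits were. The calls of Htr1d and Kcna5 were lost without PFC replicate 4, that of Gria3 without PFC replicate 3 or 4, and that of Gabra2 with no filter on low values and without hippocampus replicate 1, 3 or 4 or PFC replicate 2 or 4. Higher in the hippocampus were 1 potassium channel gene without hippocampus replicate 3 or PFC replicate 3 and 2 without PFC replicate 4, 2 monoamine and acetylcholine receptors without hippocampus replicate 1 or 4 or PFC replicate 2 and 1 without hippocampus replicate 3 or PFC replicate 3 or 4, 1 GABA-A subunit without hippocampus replicate 1, 3 or 4 or PFC replicate 2 or 4, and 1 ionotropic glutamate receptor without any 1 library except hippocampus replicate 2 (4) and PFC replicate 1 (3). Without hippocampus replicate 2 there were 3 neuropeptides or receptors and 1 metabotropic glutamate receptor higher in the hippocampus, and so there were with DESeq2. With array weights 3 neuropeptides or receptors and 2 metabotropic glutamate receptors were higher in the hippocampus and 18 neuropeptides or receptors in the PFC. With a replicate block 1 potassium channel gene, 2 monoamine and acetylcholine receptors and 1 ionotropic glutamate receptor were higher in the hippocampus and 2 GABA-A subunits in the PFC, and with no filter 1 ionotropic glutamate receptor and 1 GABA-A subunit were higher in the hippocampus.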

### Dynamic expression pattern of lncRNAs in different mouse brain regions

We next studied whether the selectively enriched lncRNAs in the hippocampus and PFC show DE in other regions of the brain (Figure 4A). We have selected 11 lncRNA genes, six of them enriched in the hippocampus and five enriched in the PFC as outlined in Figure 4B and studied their expression in striatum and cerebellum. LncRNAs with a very low expression based on FPKM values were excluded to avoid stochastic biases generated during qRT-PCR amplification. qRT-PCR analyses of these samples were then compared to the RNAseq data for both tissue types.

**Figure 4:**
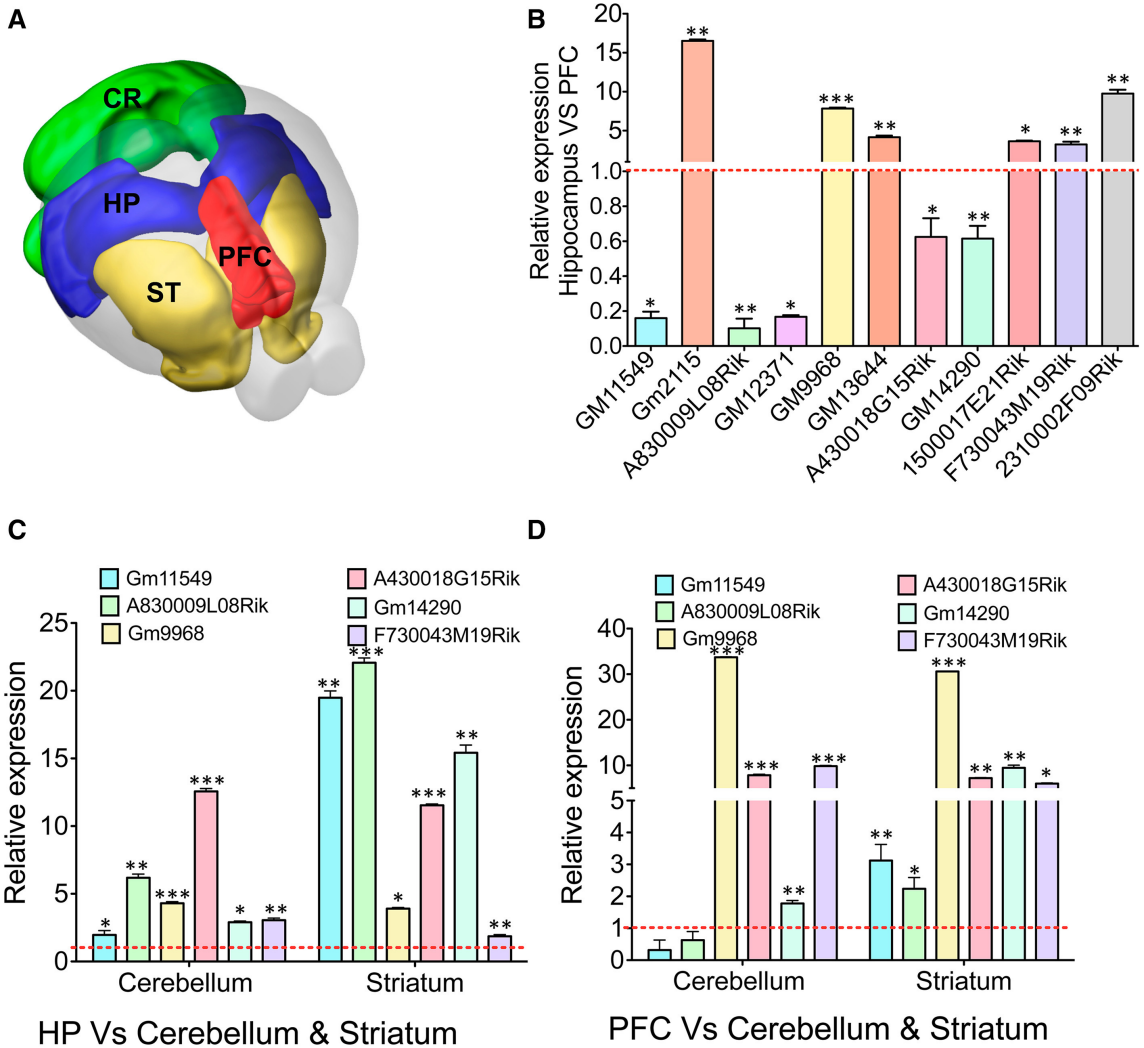
**qRT-PCR validation of differentially expressed lncRNAs in different brain regions. (A)** Cartoon showing different subregions (ST: striatum, PFC: pre-frontal cortex, HP: hippocampus CR: cerebellum) of the adult mouse brain that was used to study expression of several lncRNAs identified from RNAseq analysis of the HP and PFC. **(B)** Bar graphs showing the qRT-PCR validation of 11 lncRNAs between the hippocampus and PFC from RNAseq analysis (adjusted *p*-value < 0.05). From the list of 11 lncRNAs, we selected six lncRNAs to investigate their expression profile in regions in striatum and cerebellum. **(C, D)** Show the expression pattern of six lncRNAs in cerebellum and striatum compared to hippocampus and PFC, respectively (*N* = 4; Student *t*-test; ^*^P-value < 0.05, ^**^P-value < 0.01, ^***^P-value < 0.001). Data was normalized to 18sRNA level. Red dotted line corresponds to 1-fold change. Error bars represent SEM.

To corroborate the expression levels measured by RNAseq, the ratio of expression levels between tissues using RNAseq was compared to the ratio of expression as measured by qRT-PCR. For all genes, expression of genes in the hippocampus was measured relative to their expression in the PFC. At first we verified the expression of 11 selected lncRNAs with DE profiles between the hippocampus and PFC based on the *p*-value (adjusted *p*-value < 0.05) from RNAseq analyses (Figure 4B). 

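Of the 11 lncRNAs, 7 differed between the hippocampus and the PFC at an adjusted p under 0.05 from limma. Higher in the hippocampus were Gm2115, Gm9968 and F730043M19Rik, and higher in the PFC were Gm11549, A830009L08Rik, Gm12371 and Gm14290. Gm2115, a lincRNA on chromosome 7, had 419 ± 39.2 normalized counts in the hippocampus and 137 ± 70.2 in the PFC (log2 fold change 1.78, SE 0.29, adjusted p = 0.0014 from limma). Gm11549, on chromosome 3, had 49.9 ± 21.7 and 253 ± 53.5 (log2 fold change -2.39, SE 0.24, adjusted p = 2.3e-05 from limma). Gm12371, on chromosome 4, had 11.7 ± 1.05 and 49.6 ± 15.2 (log2 fold change -1.95, SE 0.29, adjusted p = 0.00065 from limma). A830009L08Rik, on chromosome 13, had 6.32 ± 5.20 and 38.2 ± 13.7 (log2 fold change -2.60, SE 0.46, adjusted p = 0.0024 from limma). F730043M19Rik, on chromosome 12, had 258 ± 29.4 and 168 ± 33.1 (log2 fold change 0.63, SE 0.16, adjusted p = 0.024 from limma). Its call was lost with a replicate block (adjusted p = 0.063 from limma) and without hippocampus replicate 1 or 3 or PFC replicate 3 or 4 (adjusted p up to 0.11). Gm13644 (adjusted p = 0.63), A430018G15Rik (0.77), 1500017E21Rik (0.91) and 2310002F09Rik did not pass in limma, and edgeR and DESeq2 also called 7 of the 11. The study chose these lncRNAs on the same libraries, so the count is not independent evidence.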

The hippocampus enriched lncRNA genes were *GM2115* (15 ± 0.2 fold), *GM9968* (8 ± 0.12 fold), *GM13644* (4 ± 0.2 fold), *1500017E21Rik* (3.6 ± 0.1 fold), *F730043M19Rik* (3 ± 0.35 fold), and *2310002F09Rik* (9.7 ± 0.5 fold). Three lncRNAs significantly enriched in the PFC were GM11549 (6 ± 0.1 fold), *A830009L08Rik* (10 ± 0.1 fold), and *GM12371* (6 ± 0.1 fold). There were two more lncRNAs, which were only slightly (~1.5 ± 0.2 fold) but not significantly enriched compared to other lncRNAs described earlier in the PFC (Student's *t*-test; *p* < 0.05). 

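By the ratio of mean normalized counts, hippocampus over PFC, Gm2115 stood at 3.06, Gm9968 at 2.60 and F730043M19Rik at 1.53. Gm14290 stood at 0.66, Gm12371 at 0.237, Gm11549 at 0.197 and A830009L08Rik at 0.166. Gm13644, A430018G15Rik and 1500017E21Rik had few reads. Gm13644 had 3.27 ± 1.95 normalized counts in the hippocampus and 1.68 ± 1.69 in the PFC, A430018G15Rik had 2.23 ± 2.19 and 0.866 ± 0.681, and 1500017E21Rik had 7.13 ± 5.92 and 6.09 ± 2.28 (SD, n = 4). At counts about as low as those of 1500017E21Rik a large difference could be called. Gm11681, with 8.23 ± 2.41 and 0.168 ± 0.336, had an adjusted p of 0.0029 from limma. Smaller differences in these 3 may have been missed. A430018G15Rik shares 83.7% of its exon bases with Cacnb4, Gm13644 shares 60.7% with Tmem88b and 1500017E21Rik shares 46.1% with Hectd2, and reads from the shared bases cannot be told apart.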

We have compared the fold difference of these 11 lncRNAs obtained from DESeq analysis (Figure S4C) and found that the DE pattern of both qRT-PCR and RNAseq experiments are consistent with each other. Similarly, we studied mRNA genes that are differentially expressed in the hippocampus vs. PFC and found that both qRT-PCR and RNAseq data are in agreement with each other (Figure S4D).

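All 10 of the mRNAs of Fig. S4D differed between the regions at an adjusted p under 0.05 from limma. Higher in the hippocampus were Rasd1, a small GTPase induced by glucocorticoids, with 37.7 ± 10.7 normalized counts in the hippocampus and 8.42 ± 5.23 in the PFC, the tight junction gene Cldn2 (49.0 ± 15.2 and 12.5 ± 7.50), Mfrp (17.0 ± 5.16 and 2.48 ± 2.08) and the signalling ligand gene Wnt3 (34.2 ± 10.9 and 13.2 ± 3.15). Higher in the PFC were Aldh1a7 (4.72 ± 2.82 and 30.1 ± 8.08), Hspb3 (4.24 ± 3.05 and 25.0 ± 8.44), Neu2 (6.91 ± 6.48 and 32.3 ± 11.3), Oprk1 (24.8 ± 4.15 and 104 ± 30.0), Bex2 (939 ± 168 and 1325 ± 148) and the proteoglycan gene Spock1 (1256 ± 69.9 and 1726 ± 179), each in the order hippocampus and PFC (SD, n = 4). Their log2 fold changes in limma ran from 2.59 (Mfrp, adjusted p = 0.0081) to -2.52 (Aldh1a7, adjusted p = 0.0013), with the smallest change in Spock1 (-0.45, adjusted p = 0.012). Cldn2 and Mfrp are also among the 11 of 20 choroid plexus genes that were higher in the hippocampus, a list with camera adjusted p = 0.055 with an estimated correlation. The study chose these mRNAs on the same libraries, so the count is not independent evidence. In limma the calls of Bex2, Spock1, Neu2 and Wnt3 were lost without PFC replicate 3 or without PFC replicate 4, those of Bex2 and Spock1 also without hippocampus replicate 1 or 3, that of Bex2 also without PFC replicate 2 and that of Wnt3 also without hippocampus replicate 4 (adjusted p up to 0.12). Those of Bex2 (adjusted p = 0.052) and Wnt3 (0.061) were also lost with no filter on low values, and those of Bex2 (0.066) and Spock1 (0.054) with a replicate block.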

We next analyzed the expression levels of six of these lncRNA in the cerebellum and striatum and compared to the expression levels in the hippocampus and the PFC. We found that most of these selected lncRNAs are differentially expressed between the hippocampus, PFC, cerebellum and striatum [Figure 4C: GM11549 (2 ± 0.1 and 20 ± 0.5), *A830009L08Rik* (6.5 ± 0.3 and 23 ± 0.4), *GM9968* (4.5 ± 0.1 and 4 ± 0.15), *A430018G15Rik* (13 ± 0.25 and 11.5 ± 0.1), *GM14290* (2.5 ± 0.1 and 15 ± 0.7), and *F730043M19Rik* (2.7 ± 0.15 and 1.75 ± 0.1), Student's *t*-test; *p* < 0.05]. In the same way we analyzed the expression fold differences for all six lncRNAs in the cerebellum and striatum, respectively, compared to the PFC [Figure 4D: GM11549 (0.3 ± 0.2 and 3 ± 0.5), *A830009L08Rik* (0.6 ± 0.26 and 2.2 ± 0.35), *GM9968* (33.7 ± 0.1 and 30 ± 0.1), *A430018G15Rik* (7.8 ± 0.1 and 7.2 ± 0.2), *GM14290* (1.7 ± 0.1 and 9.4 ± 0.57), and *F730043M19Rik* (9.8 ± 0.15 and 6 ± 0.12), Student's *t*-test; *p* < 0.05]. These results suggest that different brain regions have characteristic lncRNA expression levels.

### lncRNA expression in the tri-synaptic circuitry of the hippocampus

The results from the above experiments suggested that lncRNAs are differentially expressed between brain regions. We next studied how lncRNAs are differently expressed within a brain region. We first examined the lncRNA expression in dorsal and ventral hippocampus and then in the three specific sub-regions of hippocampus DG (Dentate Gyrus), CA3 (Cornu Ammonis 3), and CA1 (Cornu Ammonis 1)—that constitute the tri-synaptic circuitry. DG, CA3, and CA1 regions contain populations of neurons that are homogeneous and show characteristic electrophysiological properties.

Dorsal and ventral hippocampus are implicated in different cognitive functions (Wang et al., 2013). The *in situ* hybridization analyses showed the specific distribution of *GM9968* lncRNA in dorsal and ventral hippocampus. *GM9968* is equally distributed in the DG, CA1, and CA3 regions in the ventral (vHP) as well as dorsal hippocampus (dHP) as seen in Figure 5C. However, between the vHP and dHP, the expression level of GM9968 is different. *GM9968* level appears to be higher in the vHP compared to dHP (Figure 5C). On the other hand, *GM13644*, another lncRNA enriched in the hippocampus, did not exhibit any prevalence in the vHP vs. dHP (Figure 5D). Nonetheless, *GM13644* shows DE patterns between CA1, CA3, and DG in both vHP and dHP. From *in situ* analyses, it is evident that expression of *GM13644* is higher in the DG compared to CA1 and CA3 (Figure 5D).

**Figure 5:**
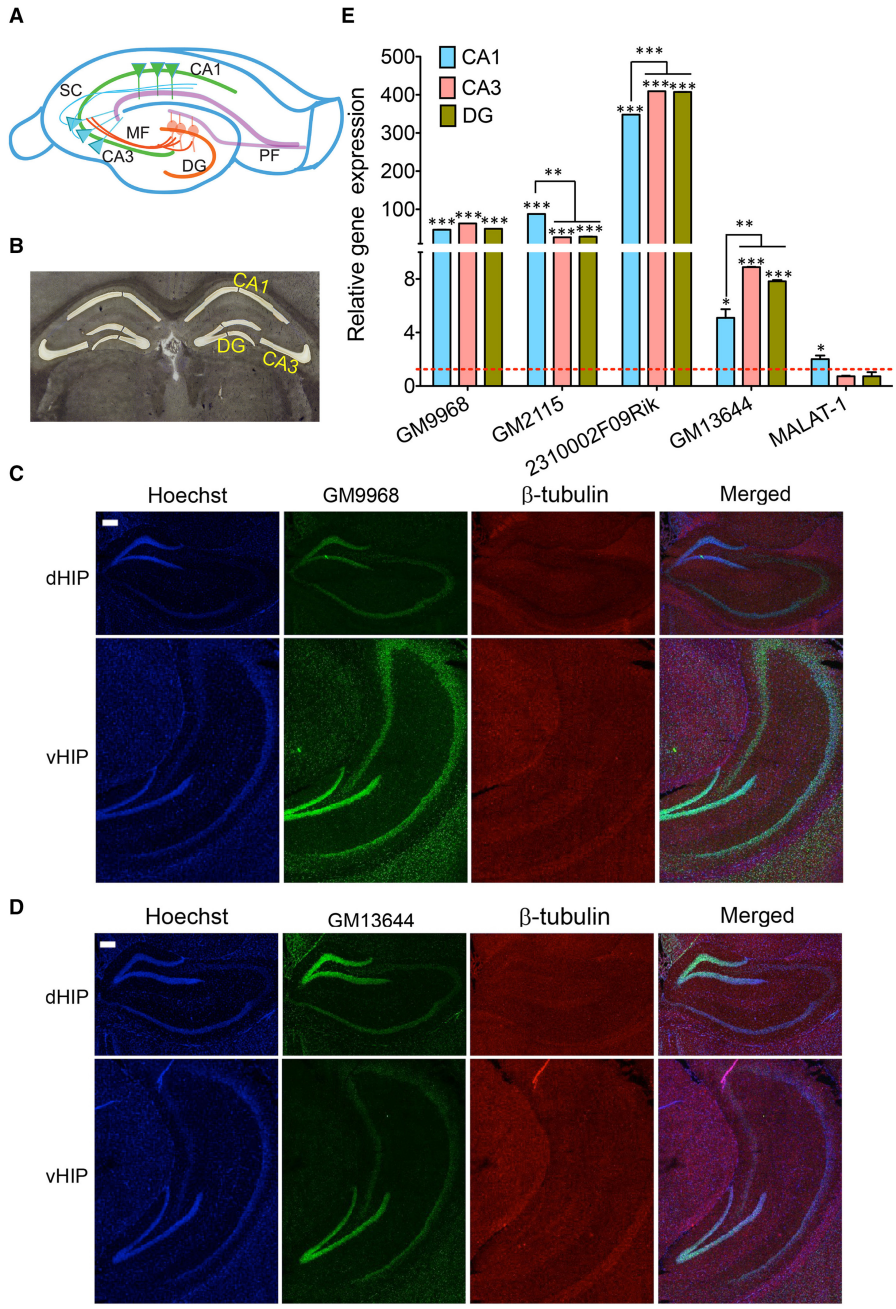
**Subregion specific expression of lncRNAs in the hippocampal tri-synaptic circuitry. (A)** Cartoon of the tri-synaptic circuitry of the hippocampus showing the CA1, CA3, DG sub regions and synaptic connections between DG and CA3 and CA3 and CA1. (DG: dentate gyrus; PF: Perforant path, MF: Mossy fibers and SC: Schaffer collaterals). **(B)** 16 μm coronal sections of the mouse brain, stained with Cresyl violet showing successful laser capture microdissection of CA1, CA3, and DG regions of the mouse brain for qRT-PCR analysis of lncRNA expression. **(C, D)** Are the confocal projection images of coronal section of hippocampus showing expression lncRNAs *GM9968* and *GM13644* in dorsal and ventral hippocampus (dHP: dorsal hippocampus; vHP: ventral hippocampus). Both lncRNAs (both green) co-stained with β-tubulin protein (red), along with the nuclear stain Hoechst (blue) and the merged images are shown. Scale bar, 200 μm. **(E)** qRT-PCR analysis of the five lncRNAs enriched hippocampus in the CA1 CA3, and DG subregions. CA1, CA3, and DG were microdissected **(B)** using LCM. The dotted red line shows 1-fold enrichment. Data was normalized to 18sRNA levels. Bar graphs show enrichment of five lncRNAs (indicated in the Figure) in the three subregions compared to the entire hippocampus (*N* = 4; Student *t*-test, ^*^P-value < 0.05, ^**^P-value < 0.01, ^***^P-value < 0.001). Error bars represent SEM.

Next, we isolated the subregions of the hippocampus using laser capture microdissection (LCM) and isolated the RNA for qRT-PCR analysis. A representative Cresyl violet staining image showing successful microdissection of CA1, CA3 and DG regions of the hippocampus is shown Figure 5B. The DE analysis of each region compared to the total hippocampus showed that four of the lncRNAs we analyzed follow a unique expression pattern in a specific sub-region of the hippocampus as summarized in Figure 5C. All of these lncRNAs are enriched in these sub-regions compared to the total hippocampus, which suggests potential roles in spatial regulation of gene expression of lncRNAs. Additionally, we found differences in the expression levels of some of these lncRNAs between CA1, CA3, and DG. For example, *GM2115* is significantly enriched in the CA1 relative to both CA3 and DG (Student's *t*-test, *p* < 0.05) whereas CA3 and DG have similar levels (Figure 5E). In the case of 2*310002F09Rik*, CA1 has significantly lower expression levels (Student's *t*-test, *p* < 0.05) relative to both CA3 and DG (Figure 5E). Another lncRNA, *GM13644*, is significantly enriched in the CA3 and DG compared to CA1 (Student's *t*-test, *p* < 0.05; Figure 5E). These differences in the expression levels indicate neuron specific expression profile of lncRNAs within subregions of the hippocampus. As one of the most abundantly expressed lncRNAs in the hippocampus and PFC, MALAT-1 did not show any preferential expression between these two regions, and within the hippocampal subregions.

qRT-PCR results showed lncRNAs we studied in DG and CA3 have similar expression levels, and expression in CA1 is lower than that in DG and CA3. The slight disparity could come from the challenges posed by LCM during which some amount of RNA degradation unavoidably occurs even under the most stringent RNase-free environment, as well as from the following linear amplification (Wang et al., 2010), where aRNA production leads to shortening of transcripts over successive cycles of amplification (Clement-Ziza et al., 2009). These results indicate a unique spatial distribution of specific lncRNAs within the same anatomical region of the adult mouse brain.

It has been shown that the lncRNAs are trafficked to specific subcellular locations (Prasanth et al., 2005; Puthanveettil et al., 2013; Kadakkuzha et al., 2014; Van Heesch et al., 2014), which are directly indicative of their function. We next investigated the subcellular distribution of four different lncRNAs in the CA1, CA3, and DG neurons and CG1 (cingulate cortex 1) region of PFC. For CA1, CA3, and DG neurons, we selected *GM9968* and *GM13644*, which we analyzed earlier for hippocampal subregion specific expression. To analyze the specific subcellular localization in the PFC, we selected two lncRNAs, *GM11549* and *A830009L08Rik* that are enriched in the PFC, relative to the hippocampus (Figure 4A). We found that all four lncRNAs were enriched in the nucleus compared to the cytoplasm (Figures 6A–D). In order to validate the subcellular distribution of lncRNAs observed from *in situ*, we purified RNA from nuclear and cytoplasmic fractions from the hippocampus and PFC followed by qRT-PCR. Figures 6E,F indicate that the qRT-PCR data is in agreement with the *in situ* hybridization analyses and show prevalence of nuclear localization by lncRNAs.

**Figure 6:**
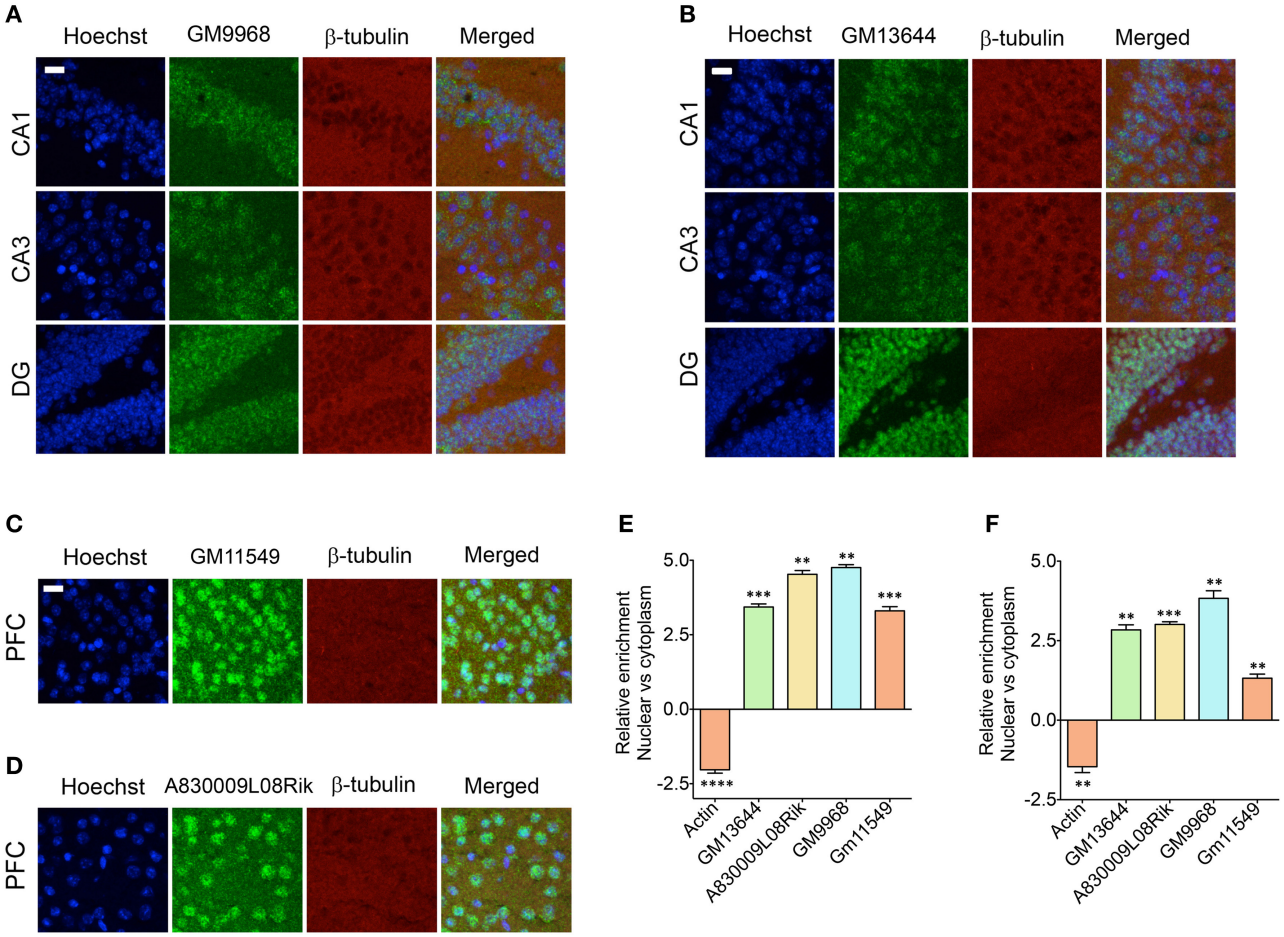
**Subcellular localization of lncRNAs in hippocampus and PFC**. Confocal projection images of coronal section of the hippocampus **(A,B)**, and PFC **(C,D)** show *in situ* hybridization of two lncRNAs (indicated in the Figure) along with immunohistochemical analysis of β-tubulin. The respective lncRNA is in green co-stained with β-tubulin protein (red), along with the nuclear stain Hoechst (blue). Images in **(A,B)** show the subcellular localization of lncRNAs GM9968 and *GM13644* in the CA1, CA3, and DG subregions of the tri-synaptic loop, respectively. **(C,D)** show the subcellular localization of lncRNAs *GM11549* and *A830009L08Rik* in the PFC. Scale bar, 20 μm. **(E,F)** qRT-PCR validation of *GM9968, GM13644, GM11549*, and *A830009L08Rik* transcripts in the nuclear vs. cytoplasmic fractions from hippocampus and PFC. Relative enrichments of lncRNAs were calculated using delta (deltaCT) values where CT values were first normalized to GM11549 to get deltaCT. β-actin was used as a positive control to validate effective fractionation. Error bars are SEM.

## Discussion

A recent study of a few highly conserved and brain-expressed mouse lncRNA transcripts and their orthologs in birds and marsupial found that unlike protein-coding genes, the sequences, exon structures, and transcriptional start sites for these non-coding genes are all highly variable. Similar large-scale studies have discovered fundamental characteristics of lncRNAs including their low levels of expression, temporal and spatial patterns of expression exons junction modulation, and disease-related splicing events. In a recent RNA-Seq study in Parkinson Disease (PD) patients that sequenced libraries from leukocytes and two brain regions added over 7000 lncRNAs to the human lncRNA database, of which 3495 were co-expressed in the PD brain and leukocytes suggesting the involvement of lncRNA in neurodegenerative diseases (Soreq et al., 2014). Our results and the above mentioned study outcomes are providing framework to find out the diverse mechanisms through which lncRNAs act to regulate protein-coding genes at both the transcriptional and translational levels.

Estimates from the most recent GENCODE project in mouse and humans indicate the presence of 4074 and 13,870 lncRNAs, respectively. Unlike the numbers of protein coding genes, which do not increase with organism complexity, the numbers of lncRNAs increase significantly (Khaitovich et al., 2006). The vast difference in the number of lncRNAs between human and mouse is intriguing as both species have a similar number of protein coding genes, and implies the role of lncRNAs in evolutionary development. Confirming this notion, it has been reported that that changes in lncRNA sequences constitute half of all the genetic differences between the human and chimpanzee genomes (10). However, it has yet to be determined if these changes are causative of the differences between humans and chimpanzees or if they are the result of genetic drift (Carninci et al., 2005). Despite their significance little is known about the functions and identity of lncRNAs in specific brain regions and specific neuronal populations of the vertebrate brain. Specifically, we do not have unbiased estimates of populations of lncRNAs in sub-regions of the vertebrate brain. To address this, we have carried out RNAseq analysis of the total transcriptome to identify lncRNA population in two key regions of the brain, hippocampus, and PFC of the adult mouse. Annotation of lncRNAs in the mouse genome is yet to be completed and is often challenging due to the low expression levels of these transcripts, which leads to poor definition of the transcript boundaries.

To compare the overall expression status of lncRNAs and mRNAs in the hippocampus and PFC, we employed whole transcriptome sequencing and identified a total of 20,618 genes in the hippocampus and 20,025 in the PFC, including 2759 lncRNAs in the hippocampus and 2561 lncRNAs in the PFC. Less restrictive values for compared methodologies usually results in far too large a number of selected genes and here we applied a rather conservative adjusted *P*-value of 0.05 instead of *P*-value to identify the lncRNAs in these two regions. These lncRNA transcripts reported from the present study, out of the 3823 annotated lncRNA transcripts in the mouse genome, according to NCBIM37, represent a very robust (~70%) expression pattern of lncRNAs in the adult mouse brain. Consistent with the previous results that lncRNAs are generally expressed at lower levels than protein-coding genes and are more likely to display tissue-specific pattern of expression (Mercer et al., 2008; Derrien et al., 2012; Kutter et al., 2012), based on FPKM values we find that more than 80% of lncRNAs are expressed much lower than mRNAs (Figure S1) present in the same brain regions. Our depth of sequencing restricted us from identifying novel lncRNAs and recently described circular non-coding RNAs such as competing endogenous RNAs (Jeck et al., 2013).

Consistent with previous reports (Cabili et al., 2011; Derrien et al., 2012), we found that most of the lncRNA expressed (53%) belong to the lincRNA category followed by antisense RNAs and a low prevalence of other biotypes in both the hippocampus and PFC. We next mapped all the lncRNAs from the hippocampus and PFC onto mouse chromosomes and found that they are present as clusters in varying numbers along the chromosomes, with three chromosomes (Figure S3: 2, 4, 11) expressing >300 lncRNAs and the rest of the chromosomes contained loci for 50–150 lncRNAs. These results are consistent with previous finding on mRNAs and lncRNA pairs in the developing mouse brain that a large number of brain-expressed lncRNA loci are not evenly distributed along the mouse chromosomes (Ponjavic et al., 2009).

We next searched for mRNAs and miRNAs within the 50 Kb of loci of differentially enriched lncRNAs to examine possible co-regulation of expression. We identified three lncRNA–mRNA pairs [*GM9968 and ZBTB20;* 2*310002F09Rik and KLK8* (neuropsin); *GM14290 and KCNB1*] that displayed concordant expression. The observation that these three pairs of tightly co-expressed, share common genomic loci, and are differentially expressed between the hippocampus and PFC, suggest that these lncRNAs might regulate neuronal functions mediated by these mRNAs. For example, the lncRNA *2310002F09Rik*, which is enriched in the hippocampus and the protein-coding gene KLK8/neuropsin, share a 5′ exonic overlap in the antisense direction (Figure 7A). Neuropsin is key in hippocampal plasticity (Oka et al., 2002) and plays an important role in brain diseases, such as Alzheimer's disease and Epilepsy. Another example is *GM9968*, an lncRNA that is significantly enriched in the mouse hippocampus. *GM9968* completely overlaps with *ZBTB20* in the antisense direction (Figure 7B). Previous studies showed that *ZBTB20* in mature CA1 plays an important role in LTP and memory by regulating *NMDAR* activity, and activating *ERK* and *CREB* in mice (Ren et al., 2012). In addition, hypermethylation in the *ZBTB20* gene is shown to be associated with major depressive disorders. Taken together, these observations suggest that by regulating expression of specific mRNAs these lncRNAs might engage in neural plasticity and neuropsychiatric disorders.

**Figure 7:**
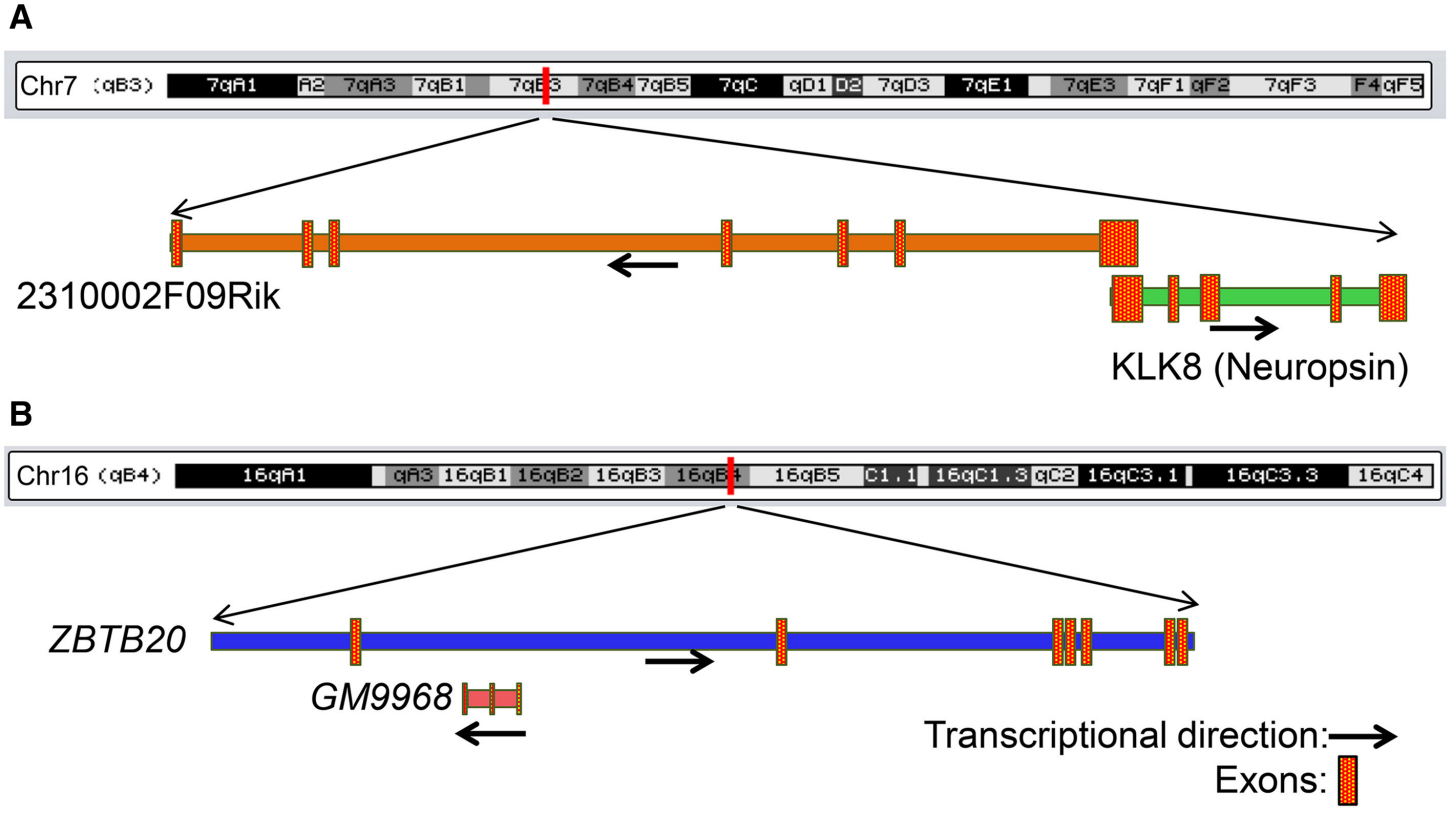
**Genomic context of two lncRNAs that share genomic loci with protein-coding genes associated with neurological diseases. (A)** Genomic locus of the mRNA *KLK8* (neuropsin) and lncRNA *2310002F09Rik* on chromosome 7. *KLK8*-*2310002F09Rik* pair has a 5′ exon overlap and both genes are enriched in the hippocampus. KLK8 is implicated in Epilepsy and Alzheimer disease. **(B)** Genomic locus of the mRNA *ZBTB20* and lncRNA *GM9968* on chromosome 16. *GM9968* completely overlap with *ZBTB20* in antisense direction. *ZBTB20* is implicated in major depressive disorder. The arrow represents the direction of transcription and the boxes represent exons.

Focusing on a subset of lncRNAs, we find that different brain regions and neuronal populations have characteristic lncRNA expression profiles. We examined expression differences in striatum, cerebellum, PFC, hippocampus and differences between dorsal and vHP and within the well-studied tri-synaptic circuitry of the hippocampus. The mammalian brain harbors a large variety of neuron types and sub-types, arranged in specific layers within the sub-regions. The hippocampus is an intensively studied part of the brain with dedicated sub-regions that differ in their physiological functions and capacities and display quite a specialized response to pathophysiological stimuli as illustrated in neurodegenerative disorders. Our studies showed an interesting distribution of these lncRNAs in the tri-synaptic circuitry. The two hippocampus enriched lncRNAs, *GM9968* and *GM13644*, showed different expression patterns. *GM9968* is equally distributed in the DG, CA1, and CA3 regions, but enriched in the vHP compared to the dHP. *GM13644* on the other hand, is equally distributed in the vHP and dHP, but highly enriched in DG compared to CA1 and CA3. Thus, lncRNAs show DE along dorsal-ventral axis of the hippocampus (Figure 5). Consistent with these observations we find that specific neuronal populations in hippocampus have characteristic lncRNA expression profiles. Our *in situ* hybridization and sub-cellular fraction analysis add another layer to the complexity of lncRNA expression. These studies suggest that lncRNAs could be enriched in specific cellular compartments. Taken together, the tissue-specific expression patterns and the distinct subcellular localization of many lncRNAs suggest that their expression is under precise control. We now provide novel details on the expression patterns of lncRNAs per hippocampal sub-region and are of potential interest in further investigation of how lncRNAs regulate gene expression and other hippocampus dependent functions such as learning and memory.

In summary, in this study, we provide the first unbiased estimates of lncRNAs in two key brain regions, the hippocampus and PFC that are involved in memory and cognition. We have characterized their expression, in detail, including their chromosome distribution, genomic context, sub-region specific analyses and subcellular distribution. Our analyses establish complex lncRNA expression profiles in the mouse brain. This DE might play important roles in the development, physiology, plasticity and pathology of the mammalian brain. These findings provide a foundation for further research into the molecular mechanisms of lncRNAs in mammalian brain functions.

## Materials and methods

### Animals

7–9 week old male C57Bl/J6 mice (Jackson Laboratories) were housed in groups of four on a 12 hr. Light/dark cycle with *ad libitum* access to food and water. All experiments were performed during the light part of the diurnal cycle. Housing, animal care and experimental procedures were consistent with the Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of the Scripps Research Institute.

### RNA preparation for next generation sequencing (NGS)

A total of 8 mice were sacrificed and the respective brain tissues from two mice each were pooled together, providing the sample size of 4 for NGS. 8–12 week old male C57Bl/J6 mice (Jackson Laboratories) were sacrificed and the brain was removed from the skull and placed in ice-cold HEPES HBSS (HHBSS: 1× Hank's basal salt solution, 2.5 mm HEPES-KOH, pH 7.4, 35 mm glucose, and 4 mm NaHCO3). The hippocampus and PFC was dissected and homogenized in Trizol using a glass-Teflon homogenizer containing 1 ml of ice-cold Trizol (Life technologies, USA). RNA was extracted from each fraction using the Trizol-Chloroform method (Life technologies) and stored at −80°C until used.

### Next generation sequencing and data analysis

Beginning with a 200 ng total RNA sample, following the removal of ribosomal RNAs, the sample was reverse transcribed with random hexamer and poly A primers. This product was converted into double stranded cDNA, followed by SPIA amplification. After purification the sample was end repaired and then had specific adapters ligated to the 5′ and 3′ ends. These products are then PCR amplified to enrich for the ligated products (Nugen San Diego, CA). The amplified samples were then purified and diluted down to a 10 μM library. This library was then treated with NaOH to produce single stranded amplicons, which were then added to the Illumina cBOT instrument to generate the double stranded clusters used for the massively parallel sequencing on the Illumina Genome Analyzer IIx according to manufacturer specifications. The read length used for RNA seq is 75 bp.

Analysis of the RNAseq data was performed using Tophat2 (v.2.0.9) (Kim et al., 2013) and the Cufflinks suite (v.2.1.1) (Trapnell et al., 2010). Trimming of the data was performed using the FastX-Toolkit (v.0.0.13) (Toolkit^1^ by Hannon Lab.). The reads were trimmed using the quality scores (cut-off Phred score = 28). The trimmed reads were aligned to the Mus musculus genome build NCBIM37 using Tophat. Tophat was run using its default parameters, which include a maximum of 2 mismatches, a maximum gap length of 2 gaps and an edit distance of 2 for the final alignment.

After the alignment, Cufflinks was utilized to calculate the FPKM values. The default parameters were also used to run cufflinks, except for one parameter “–max-bundle-frags” that was changed to 100,000,000. Cufflinks measure transcript abundances in Fragment Per Kilobases of transcripts per million fragments mapped. The alignment data were then processed and quantified using HTSeq (Anders et al., 2015). The raw read counts generated in HTSeq were used to identify differentially expressed genes in the R Bioconductor package DESeq (Anders and Huber, 2010). HTSeq count was run with “–stranded = no” option, and the ID attribute option, “-i” set to “gene_name.” DESeq uses the total size of each library to normalize the raw read counts and perform calculations on fold change as well as significance based on *p*-value and adjusted *p*-value. The comparisons in this case are between samples of two groups, hippocampus and PFC. 

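Over the 19789 genes tested, the libraries of 1 region were on average closer to each other than to those of the other region. The Euclidean distance of log2(normalized count + 1) averaged 115 within the hippocampus (6 pairs, 70.5 to 149.96), 113 within the PFC (6 pairs, 102 to 122) and 123 between the regions (16 pairs, 98.9 to 148). Across genes, the mean Pearson correlation was 0.965 ± 0.013 within the hippocampus, 0.967 ± 0.0042 within the PFC and 0.960 ± 0.0096 between the regions (SD over pairs). The ranges overlapped, and the lowest correlation within the hippocampus (0.944) was below the lowest between the regions (0.945). By Euclidean distance PFC replicates 1, 2 and 4 lay closer to hippocampus replicate 1 (111, 98.9 and 101) than to any PFC library (at least 114, 102 and 102). PFC replicate 3 and the hippocampus libraries lay nearest to a library of their own region. Genes are not independent replicates, and the pairs were described, not tested.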

The distance matrix analysis based on DESeq method indicates that the hippocampus samples and PFC samples cluster together (Figure S2). LncRNA transcripts were extracted from the Ensembl annotation file (NCBIM37) and categorized into eight biotypes.

### Co-expression analysis/IPA/chromosome distribution

Twenty-four differentially expressed long non-coding RNAs (adjusted *p*-value < 0.05) were selected for co-expression analysis. At first, all the protein coding genes flanking each lncRNA within 50 Kb chromosomal region was selected from the UCSC genome browser. A total of nine neighboring differentially expressed protein-coding genes within 50 Kb distance from these lncRNAs were identified using the UCSC genome browser. To generate heat maps of these two corresponding gene lists (Figures 2A,B), the GeneSpring GX V12.1 (Agilent Technologies) two dimensional hierarchical clustering algorithm was applied to median centered DESeq log2 normalized read counts (yellow/black/blue indicate higher, median and lower expression, respectively). The similarity measure was set to Pearson centered and the linkage rule was set to average.

Ingenuity Pathway Analysis software (Qiagen-IPA) was used to identify enriched canonical pathways in the list of up-regulated (log2 fold change >1, adjusted *p*-value < 0.05) and down-regulated genes (log2 fold change <−1, adjusted *p*-value < 0.05) in the hippocampus compared to PFC. The top 10 up-regulated and down-regulated pathways were identified and sorted according to their statistical significance as the negative logarithm of *p*-values calculated by IPA.

A karyotype displaying the location of all lncRNA transcripts was prepared using IGV (Integrated Genomics Viewer) (Robinson et al., 2011). The loci of lncRNAs were obtained from cufflinks and this information was used to create a BED file. This BED file, along with the karyotype from reference genome mm9, was used to create the karyotype of lncRNA transcripts.

### Quantitative real-time PCR (qRT-PCR)

RNA was isolated from the tissues dissected from the adult mouse brain as described earlier and cDNA was generated by reverse transcription as described earlier (Kadakkuzha et al., 2013). Briefly, 1 μg of RNA was used with Quanta cDNA SuperMix (Quanta Biosciences, Gaithersburg, MD) according to the manufacturer's instructions and the expression of transcripts were quantified by qRT-PCR using SYBR Green PCR master mix (Applied Biosystems Carlsbad, CA) for detection in ABI 7900 cycler (Applied Biosystems Carlsbad, CA). All the qPCR amplifications were performed in quadruplicate in a total volume of 10 μl containing 2 μl of H2O, 2 μl of cDNA, 5 μl of 2X Master Mix, 1.0 μl of 10 μM (each) forward and reverse primers. Quantification of each transcript was normalized to the mouse 18S reference gene following the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001). Student *t*-test was used to select genes with statistically significant expression levels where ^*^p-value < 0.05, ^**^p-value < 0.01, ^***^p-value < 0.001. The sequences of primers for the mRNAs and lncRNAs are given in the Table S3.

### Dissection and freezing of mouse brains for *in situ* hybridization

7–9 week old C57BL/6J male mice were used here. Mice were sacrificed and the brain was removed from the skull and quickly washed in ice-cold HEPES HBSS (HHBSS: 1× Hank's basal salt solution, 2.5 mm HEPES-KOH, pH 7.4, 35 mm glucose, and 4 mm NaHCO3) containing 100 μg/ml of cycloheximide, protease inhibitors (1 tablet/50 ml, complete EDTA-free from Roche Products, Hertfordshire, UK) and SUPER•aseIn™ RNase Inhibitor (1U/μl), Life Technologies, Grand Island, NY). Then, brains were embedded in OCT FSC 22 Blue frozen section compound (Leica Biosystems, Richmond, IL, USA) and immediately frozen at −80°C.

### Cryosectioning

The fresh, frozen brains were sectioned at 16 μm on a Leica 3050 s cryostat. This thickness was optimal for minimizing sectioning artifacts, and was adequate for probe penetration into the section during the *in situ* hybridization procedure. Each OCT block containing a fresh, frozen brain was trimmed in the cryostat until reaching the desired starting section. Two brains sectioned in coronal plane were used to generate 3 series of 24 slides each. Each series contained sections collected from the same brain area (dHP, vHP, and PFC) and each slide of a given series contained four 16 μm thick sections (2 slices per brain).

### *In situ* hybridization

DIG labeled ribo probes complementary to selected lncRNAs for *in situ* hybridization were prepared by *in vitro* transcription of cDNA templates by using T7 RNA polymerase as described earlier (Kadakkuzha et al., 2014). Briefly ~400 nt long sense strand of each transcript was prepared by PCR using mouse hippocampus cDNA as a template and transcript specific PCR primers (Table S4) and ligated to pCRII-TOPO Vector with dual promoters T7 and SP6 (Invitrogen, Cat. Number K4600-01). The Vector with the sense lncRNA DNA in the 5–3′ direction was linearized with BamH I (New England Biolab) for transcription using T7 RNA polymerase to generate antisense probes. A small aliquot (2 μl) was run on 1.5% agarose gel to confirm the integrity of RNA probes and stored at −80°C until used. The *in situ* hybridization using digoxigenin (DIG) labeled riboprobes was followed as described in Puthanveettil et al. (2013). Fifteen μM Cryo-sections were fixed in a freshly prepared solution of 4% paraformaldehyde for 15 min at room temperature, washed three times for 5 min in 0.01 M PBS_DEPC_ and acetylated in freshly prepared TEA solution for 10 min and pre-hybridization at 68°C overnight. After hybridization, the antisense RNA probes were visualized using a Fluorescent Antibody Enhancer kit (Roche, Basel, Switzerland) for DIG detection. The immunohistochemical analyses of b-tubulin were performed for each slice. Alexa Fluor® 546 Donkey Anti-Mouse IgG secondary antibodies (Life Technologies) were used for visualization. Images were acquired by using Zeiss LSM 780 confocal microscope system with 20X/63X objective. Only projection images are shown.

### Laser capture microdissection (LCM)

7–9 week old C57BL/6J male mice brains were freshly frozen in OCT compound and sectioned at 14 μM on Leica 3050 s cryostat, taking every other section throughout the hippocampus. Sections were then mounted on PEN membrane slides, ~12 sections per slide with 3 slides per brain. The staining and preparation of sections for the LCM procedure was done using the LCM staining kit (Cat# AM1935, Life Technologies) with Cresyl Violet following manufacturer's recommendations. Following staining, slides were kept at room temperature before beginning LCM. The microdissection of the CA1, CA3 and DG hippocampal regions were done using the Arcturus PixCell II LCM microscope where the laser power was set at 50 mW and each capture was done with 2 or fewer laser pulses. After dissection, each sample was placed in 50 μl ice-cold Trizol and RNA was extracted using the Trizol-Chloroform method (Life technologies). Purified RNA from each dissection was subjected to a single round of linear T7 RNA Polymerase–driven transcription using MessageAmp™ II aRNA Amplification Kit (Cat# AM1751, Life Technologies).

### Cytoplasmic and nuclear separation of lncRNAs from PFC and hippocampus

PFC and hippocampi of two adult mice were used to extract the total RNA. The tissues were dissected from the whole brain and briefly washed in 1X PBS and immediately transferred into a mortar containing liquid nitrogen to cover the sample and to thoroughly grind the tissues. After the grinding was complete, the liquid nitrogen was allowed to evaporate off without allowing the tissues to thaw. Cell lysis and extraction of cytoplasmic and Nuclear RNA were carried out using SurePrep, Nuclear or Cytoplasmic RNA Purification Kit (Cat. # BP2805-25, Fisher Bioreagents) according to the kit protocol (Jiang et al., 2014). cDNAs were generated from the purified RNA by reverse transcription using Quanta cDNA SuperMix as described earlier and the expression levels of each gene were determined by qPCR using SYBR Green PCR master mix as described earlier. CT values of each lncRNA were first normalized to GM11549, resulting in a deltaCT value. Relative differences between lncRNAs and GM11549 were determined by subtracting the delta CTs of cytoplasm fraction from the delta CTs of nucleus fraction for each sample, resulting in delta (deltaCT) values (Van Heesch et al., 2014). β-actin mRNA that is enriched cytoplasm was used as a control to validate the efficacy of nuclear and cytoplasmic fractionation.

## Author contributions

By performed RNA sequencing; MF, GS, and ACC performed the RNAseq data analyses; BMK, XL, VR, BR, and SVP designed the experiments. BMK, XL, AA, JM, VR, and BR conducted the experiments. SVP designed and directed the project. BMK and SVP wrote the manuscript with input from all the authors. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^http://hannonlab.cshl.edu/fastx_toolkit/index.html

## Supplementary material

### Data availability

RNAseq data reported here is deposited in the GEO database with the accession number GSE61401.

## Abbreviations

DE: Differential expression
FPKM: fragments per kilobase of transcript per million fragments sequenced
GEO: Gene Expression Omnibus
LCM: Laser capture microdissection
LncRNA: Long non-coding RNA
LincRNA: long intergenic non-coding RNA
ncRNA: Non-coding RNA
PFC: Pre-frontal cortex
qRT-PCR: Quantitative real-time polymerase chain reaction.

# Supplementary material for: Transcriptome analyses of adult mouse brain reveal enrichment of lncRNAs in specific brain regions and neuronal populations
**Source:** Front Cell Neurosci. 2015 Mar 6;9:63. doi: 10.3389/fncel.2015.00063
**Supplement:** Supplementary file 5

## Slide 1

List of top 50 most abundantly expressed lncRNAs and mRNAs in HP and PFC from RNAseq. Expression abundance of lncRNAs and mRNAs is calculated based on FPKM values (A) and (B) lncRNAs in the HP and PFC respectively and (C) and (D) are the most abundant 50 mRNAs in the hippocampus and PFC respectively. Black to grey color gradient represents the abundance of the transcripts where transcript with highest FPKM is represented in black.
Supplementary Figure 1

## Slide 2

Figure S2. The distance matrix analysis based on DESeq method. This matrix indicates that the hippocampus samples and PFC samples cluster together.
Supplementary Figure 2

## Slide 3

Chr:
 1 2 3 4 5 6 7 8 9 10 11 12 13 14 15 16 17 18 19 X Y
Distribution of lncRNAs identified from RNAseq along 21 mouse chromosomes.
(A) Bar graph showing the number of lncRNAs expressed from each mouse chromosome obtained from RNAseq analysis of adult mouse hippocampus and PFC total RNA. Based on the number of lncRNAs encoded, top three chromosomes are highlighted in red (2,4 and 11). (B) Chromosomal distribution of lncRNAs on each chromosome. Each black horizontal line on the left side of each chromosome represents the chromosomal position of an lncRNA. Chromosomes with more lncRNA clusters (highlighted red) compared to other chromosomes (highlighted in green) are shown.
Supplementary Figure 3

## Slide 4

A
B
Upregulated in HP
Downregulated in HP
C
D
***
***
**
*
*
*
***
*
***
Ingenuity Pathway Analysis (IPA) and qRT-PCR validation of RNAseq data. The top ten canonical pathways identified IPA. (A) Pathways up-regulated (log2 fold change >1, adjusted p-value < 0.05) and (B) down-regulated (log2 fold change <-1, adjusted p-value < 0.05) in Hippocampus (HP) compared to PFC. (C) Differentially expressed lncRNA in hippocampus compared to PFC based on the RNAseq data (N=4) plotted as FPKM values (adjusted p-value < 0.05). (D) qRT-PCR validation of differentially expressed mRNAs in hippocampus compared to PFC (N=4; Student t-test; *P-value < 0.05, **P-value < 0.01, ***P-value < 0.001). Red dotted line in A and B show –log(p-value of 1.5) and in C and D show one fold difference. Error bars represent SEM.
Supplementary Figure 4

How the deposited data were processed for this re-analysis (not part of the article)

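RNA from the hippocampus and the PFC of mice was sequenced as 4 samples per region, each from the pooled tissue of 2 animals. The total of mice in the paper's methods makes 4 pools of 2, so both regions appear to come from the same pools. Which hippocampus and PFC samples share a pool is not stated in the paper's text, and the comparison of regions was therefore not paired. The experiments by qRT-PCR, in situ hybridization, laser microdissection and cell fractionation were not analysed here.

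The authors trimmed the reads with FastX-Toolkit 0.0.13 at a Phred score of 28, aligned them with TopHat2 2.0.9 to NCBIM37, counted them per gene name with HTSeq 0.6.0 with stranded set to no, and scaled them with DESeq. The version of DESeq and the release of the annotation are not given in the paper's text. The values used here are a signal per gene and library, the read counts that the authors divided by their size factors before they deposited them, for 8 libraries. The sums of the normalized counts over the genes of a library lay between 7144970 and 7408970. FPKM values made with Cufflinks 2.1.1 were not used here. All 8 columns of values were mapped to a region and a replicate by their labels.

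Each value was multiplied by its library's size factor, found as the inverse of the smallest value above 0. All values (100%) were then within 1e-06 of a whole number, and the largest distance was 7.57e-10. The size factors were 2.31, 1.04, 1.90 and 0.433 for hippocampus replicates 1 to 4 and 0.651, 0.797, 0.698 and 1.49 for PFC replicates 1 to 4. The median library held 6643361 reads. Of the 34620 gene names, 3730 were lncRNAs, 22083 protein-coding, 7395 of other classes, 86 shared by records of different classes and 1326 not found in GENCODE M1.

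Genes were compared between the regions with limma 3.58.1 (a trend of the variance with abundance, two-sided) on log2(normalized count + 1) over the 19789 genes with a mean normalized count of at least 1, which are 57.2% of the names. P-values were adjusted by the Benjamini-Hochberg method over these genes, and the threshold was an adjusted p of 0.05. The pseudocount of 1 draws the fold changes of genes with few counts toward 0. Counts over 2-fold used an absolute log2 fold change above 1. The same recovered reads were also tested with edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0. R was 4.3.3 and Python 3.11.15, with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

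Of the genes tested, 3350 had an unadjusted p under 0.05 and 1124 passed the threshold in limma, 505 higher in the hippocampus and 619 in the PFC. The 4 values of one region lay apart from the 4 of the other in 2337 genes (11.8%), where chance gives 2.86%, and 1053 of the 1124 were among them. Scaling by other methods moved the median log2 fold change of all genes by less than 0.1.

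The genes named in the text were those the paper names from its sequencing, the 12 with the largest fold change in each direction among genes past the threshold with a mean of at least 20 normalized counts and no overlap between the regions, and up to 4 members past the threshold of each gene list with the largest fold change. This gave 140 genes, and results that rest on some of them are not reported here. Members of lists and neighbours of lncRNAs named outside this rule, such as Crym, Npy2r, Grin2a, Morn3 and Spag17, were chosen after their values were seen. The 30 gene lists (cell types of the hippocampus and the cortex, neighbouring tissues, glia, vessels, blood, mitochondrial and immediate early genes, receptors, channels, peptides, guidance and signalling genes, and sex-linked genes) came from general knowledge. The paper's Table S1 had been read before, and it holds 15 of the list genes in its first lines: Foxp2, Syt6, Mef2c, Prox1, Dsp, Lct, Kl, Spink8, Cpne7, Nr3c2, Cckbr, Gabra5, Sema3a, Nrp1 and Doc2g. A few genes stand in more than 1 list. Each list was tested with camera at a preset correlation of 0.01 between its genes, again with an estimated correlation, and with fry, each adjusted over the lists. By camera 19 of 30 lists passed, 6 with an estimated correlation (upper cortical layers, striatal projection neurons, oligodendrocyte precursors, astrocytes, potassium channels and neuropeptides), and by fry 20 moved one way and 25 in either direction.

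A gene counted as detected in a region at a mean of at least 1 normalized count over its 4 libraries. The paper's text gives no such level. Neighbouring genes were taken within 50 kb of either end of a lncRNA on NCBIM37, and 10000 random draws of tested lncRNAs gave the p. Chromosomes were tested with 100000 draws. Confidence intervals are 95% Wilson intervals.

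The method was tested on simulated data of the same design. Among genes with a mean of at least 5 normalized counts, 100 were changed 2-fold and 100 were changed 4-fold. Of these limma found 70% and 88% with 9 false calls among 19111 unchanged genes, edgeR 71% and 90% with 11, and DESeq2 71% and 89% with 14. A list raised as a whole had a camera adjusted p of 4.31e-43, and 0 of 30 random lists passed. The simulated genes varied independently of each other, so these lists cannot show how the preset correlation fares where genes vary together. Recovery of genes with a lower mean was not measured.

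Alternatives were a pseudocount of 0.5 or 5, no filter on low values or a mean of at least 10, TMM on top of the deposited scaling, quantile normalization, each library scaled to the same total, edgeR and DESeq2 on the recovered reads, array weights, a replicate block, and leaving out each library in turn. For detection, abundance, chromosomes, neighbours and the similarity of libraries other levels, units, distances and coefficients were used. The paper's table of 821 protein-coding genes was not tested for overlap, since the copy used here holds 819 lines.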

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

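The tests on Xist and the Y-linked genes were chosen only after those values were seen. Chance alone was an unlikely source of the number of genes that differed between the hippocampus and the PFC. The real grouping of the 8 libraries gave 1124, and the highest of the other groupings gave 0. As the real one is 1 of 35 possible groupings, no smaller share could be reached, and the others each mix the regions.

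Of 20 choroid plexus genes, 11 were higher in the hippocampus and 9 did not pass, with adjusted p = 0.055 from camera with an estimated correlation. Ttr, their most abundant in the hippocampus, was at 5863 ± 1944 normalized counts there and 1616 ± 1096 in the PFC, and Enpp2, their most abundant in the PFC, at 4151 ± 407 and 3191 ± 322. Choroid plexus tissue carried along with the hippocampus may be the source, since the 14 members of the list whose values had not been seen before had a median log2 fold change of 1.01 (0.22 to 2.03, 5 past the threshold of limma). A difference carried by 1 library was argued against, since the list's median kept at least 0.753 of its size without any 1 library (lowest without PFC replicate 4). Leaving out 1 library at a time cannot decide on several together. The list's mean log2 value was 4.63, 4.67, 3.88 and 3.49 in PFC replicates 1 to 4, each under every hippocampus library (5.25 to 5.86). Some of these genes, such as Enpp2 and Aqp1, are also expressed by other brain cells, and expression by cells of the hippocampus itself stays open, as it was not tested.

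Of 13 striatal genes, 11 were higher in the PFC, with Penk at 175 ± 32.2 normalized counts in the hippocampus and 747 ± 189.6 in the PFC. Striatal tissue in the PFC samples is a candidate explanation, since the 8 measured members whose values had not been seen before had a median log2 fold change of -1.37 (-1.82 to -0.30, 6 past the threshold of limma). The list's median kept at least 0.831 of its size without any 1 library (lowest without PFC replicate 4), which argues against any 1 library as the cause. It cannot decide on several libraries together. Of the 13 measured members 5 stand in another list too, and cortical neurons express several of these genes, so that a difference between the cells of the regions stays open, untested.

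Xist and the Y-linked genes were present in the same libraries, although the paper describes male mice. The lowest library had 108 reads of Ddx3y, 68 of Uty, 127 of Kdm5d and 36 of Eif2s3y, and the highest 907, 504, 945 and 509, all above the limit that a count of 0 allows, in genes the paper does not discuss. Reads carried over between libraries were argued against by the lowest library, which held 31.9% of the highest for Xist and 39.4% for Ddx3y, and reads of the X-linked homologue by the ratio of Ddx3y to Ddx3x, which differed 2.23-fold between libraries (0.101 to 0.226). Both sexes among the pooled mice are a candidate explanation, since libraries with more Xist held less of the 4 Y-linked genes together (Pearson's r = -0.739, exact permutation p = 0.036, Spearman's rho = -0.738, exact permutation p = 0.046, 8 libraries, two-sided), with r = -0.977 without hippocampus replicate 3 and PFC replicate 4, the 2 farthest from the median of Xist. It stays open, since these p-values were 0.060 and 0.11 when adjusted over the 5 relations computed, and the 4 libraries of a region are too few for a value of their own. Each pool held 2 mice, so under this explanation every pool had 1 of each sex. The number of females could then not vary between libraries, only how much RNA each mouse gave. By the paper's total of mice both regions also appear to come from the same pools. The 8 libraries are then not independent, and the permutation p-values may be too small. Which libraries share a pool is not stated.

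In 11 of 168 groups of 4 libraries, 1 library lay far from the other 3, where chance flags about 1 in 20 groups (8.4 here). In 6 of the 11 it was PFC replicate 4. Of these, the value of Gm11681 rests on 1 read, within the limit that a count of 0 allows. The median correlations of libraries share pairs, so they are not separate values. Thalamic genes had a mean log2 value of 7.41 in hippocampus replicate 2 (others 7.16 to 7.19). Gm7677 had 73.1 normalized counts in hippocampus replicate 2 (others 41.5 to 46.3). Ptprt had 1802 in hippocampus replicate 4 (others 1610 to 1624). Tug1 had 1379 in hippocampus replicate 3 (others 1245 to 1266). Gm13205 had 44.4 in PFC replicate 3 (others 36.3 to 36.9). In PFC replicate 4 the median correlation with the other PFC libraries was 0.971 (others 0.965), microglial genes had a mean log2 value of 8.15 (others 8.06 to 8.07), immediate early genes 7.23 (others 6.96 to 6.99), Malat1 49102 normalized counts (others 60258 to 60983), Rian 2249 (others 2442 to 2480) and Gm11681 0.672, which is 1 read (others 0).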

How the results depend on the processing

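The draws of lncRNAs matched on abundance and the share of lncRNAs among lncRNAs and protein-coding genes alone were added after the data were seen, and all other alternatives were set beforehand. Of the 140 named genes, 129 passed the threshold of limma, 87 passed it under every alternative and 134 had the same direction in all. Of 2651 values of these genes under alternatives, 2411 kept their direction and side of the threshold, 210 fell short of it, 17 newly passed it and 13 turned. With a pseudocount of 0.5 or 5, no filter on low values, a mean of at least 10, TMM, quantile normalization, equal totals, edgeR or DESeq2, the numbers of genes, lncRNAs and protein-coding genes that differed stayed within 1.5 times those first given. Depth limits lncRNAs in hippocampus replicate 4 most. For the changes that follow the cause was not tested.

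With array weights, which gave hippocampus replicate 2 a weight of 0.287, 2441 genes differed (1130 higher in the hippocampus, 1311 in the PFC), with 68 lncRNAs (33 and 35) and 2314 protein-coding genes (1078 and 1236). With the replicate number as a block, 729 genes differed (311 and 418), with 20 lncRNAs (8 and 12) and 698 protein-coding genes (302 and 396), while samples of the same number had deviations that correlated at -0.41, -0.30, -0.01 and 0.06 for replicates 1 to 4 across genes. Without 1 library, 575 to 2224 genes differed (236 to 994 in the hippocampus, 337 to 1230 in the PFC), with 10 to 49 lncRNAs (4 to 20 and 6 to 29) and 557 to 2136 protein-coding genes (229 to 963 and 323 to 1173). The lowest total was that without PFC replicate 3 and the highest that without hippocampus replicate 2. Genes numbered 733 without hippocampus replicate 1, 668 without hippocampus replicate 3 and 578 without PFC replicate 4.

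Of the 3 pairs of lncRNA and mRNA, both members passed in 1 with no filter on low values and in 0 to 3 without 1 library. Of the 6 abundant lncRNAs, edgeR, DESeq2 and array weights each called 1, and leaving out 1 library gave 0 to 1, always Malat1. Differing mRNAs within 50 kb of differing lncRNAs numbered 6 with no filter on low values, 18 with DESeq2, 39 with array weights and 3 to 27 without 1 library. Against random lncRNAs the permutation p was 0.109 within 200 kb, 0.0185 within 10 kb and 0.0149 with matched draws. By camera 16 to 22 lists passed over all settings.

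Detected lncRNAs numbered 1206 in the hippocampus, 1179 in the PFC and 967 in both when a read was required in all 4 libraries, and 977, 947 and 853 at a mean of at least 5. The lncRNAs under the mRNA median were 93.6% and 93.5% per kb of exons, 94.5% and 94.4% at a mean of at least 5, and 96.5% in the PFC from a single read. Chromosome 4 held 297 lncRNAs from a single read. The correlation within the PFC was 0.978 over genes with a mean of at least 10 and 0.978 by Spearman, and between the regions 0.971 by Spearman.

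The direction of 1500017E21Rik turned with edgeR (0.33), DESeq2 (0.31) and without hippocampus replicate 4 (0.55), and over all fits without 1 library it ran from -0.77 to 0.55. Malat1 turned with quantile normalization (-0.056), which sets values by rank and cannot decide on a gene ranked 2nd and 1st over all genes. Meg3 turned with quantile normalization (-0.030) and array weights (-0.042) and ran from -0.074 to 0.11 without 1 library. In the same fits Miat ran from -0.0084 to 0.17, Rian from -0.11 to 0.0094 and Xist from -0.17 to 0.35. Genes under the lowest mean of an alternative, and those to which DESeq2 gave no adjusted p, have no value there.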

Differences from the paper's values

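Apart from the share of lncRNAs among 2 classes of genes, no value in this part rests on a test chosen after the result was seen. Apart from detection and chromosomes, the counts compared used the paper's threshold of an adjusted p under 0.05.

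The lncRNAs were 10.3% of the lncRNAs and protein-coding genes detected in the PFC and 9.28% of the genes of all classes. The paper's value is about 14%, given for the transcriptome of both regions. The first share, computed after the second was seen, lies within 1.5 times of the paper's value and the second does not. Of all classes, detection from a single read (10.8%) came within 1.5 times of it, and a read in all 4 libraries (6.93%), a mean of at least 5 (5.92%) and leaving out any 1 library (9.00% to 9.32%) did not. Of lncRNAs and protein-coding genes alone, the share was 12.6% from a single read, 7.50% with a read in all 4 libraries and 6.30% at a mean of at least 5. The paper's counts of lncRNAs and mRNAs in the PFC are close to those from a single read here (2506 and 17370). The share of 12.6% is therefore the nearest like comparison. The paper's own PFC counts of lncRNAs and of genes make a share close to it, below the approximate 14% for both regions. From a mean of at least 1 to a single read, the share here moved from 10.3% to 12.6%. The paper's text states no level for detection.

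Klk8 was 2.96-fold higher in the hippocampus by mean normalized counts, and the paper's value is 5, which it gives for sequencing and qRT-PCR together. Without PFC replicate 1 (3.34) or PFC replicate 2 (3.66) the ratio came within 1.5 times of it, and under every other alternative it did not (2.52 to 3.17). 2310002F09Rik was 2.15-fold higher, and the paper's value is 8, whose assay is not named in that sentence. It stayed below under every alternative (1.77 to 2.75).

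A430018G15Rik had a ratio of mean normalized counts, hippocampus over PFC, of 2.57, and the paper's value is about 0.66 in Fig. S4C, read by eye. The legend of that figure describes FPKM values and the paper's text a DESeq comparison, so it is not certain that both ratios are in the same unit, and the gene shares 83.7% of its exon bases with Cacnb4. Both means rest on a few reads per library, within the limit that a count of 0 allows in most libraries, and its adjusted p from limma was 0.77. The ratio stayed above 1 under every alternative (1.41 to 3.47). The other 10 lncRNAs of that figure had ratios within 1.5 times of those read from it.

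Of the detected lncRNAs, 180 lie on chromosome 4, where the paper's supplement has 298, and 58 on chromosome 12, where it has 88. Detection from a single read in any library gave 297 and 83, both within 1.5 times of the paper's.

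The paper lists Gas5 and 2310002F09Rik among the lncRNAs that differ. In limma Gas5 had a log2 fold change of 0.45 at an adjusted p of 0.051, and it passed with a pseudocount of 5 (0.048), TMM (0.047), quantile normalization (0.046), edgeR (0.0495), DESeq2 (0.030), array weights (0.0035) and without hippocampus replicate 2 (0.010), PFC replicate 1 (0.0498) or PFC replicate 2 (0.033). 2310002F09Rik passed with array weights (0.0052) and without hippocampus replicate 2 (0.021), PFC replicate 1 (0.047) or PFC replicate 2 (0.041). Of the 24, limma called 22, edgeR 23 and DESeq2 22, with no adjusted p for 1.

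The paper describes its 11 lncRNAs of Fig. 4B as differing in the sequencing. Of the 11, 7 passed here, and Gm13644, A430018G15Rik and 1500017E21Rik passed under no alternative. These 3 are also absent from the paper's table of 24 lncRNAs, which holds the other 8. The log2 fold change of 1500017E21Rik was -0.28 here, while its ratio of means was 1.17.

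The paper places the 9 mRNAs of Fig. 2B within 50 kb of its differing lncRNAs. For 6 of the 9 that held against the 24 of Table S1, and for 3 it did not. None of the 24 lies on chromosome 9 with Arpp21, the nearest to Ppp1r1b is A830036E02Rik at 1059159 bases, and the nearest to Hectd2 is Emx2os at 22803968 bases. Outside the 24, Hectd2 overlaps 1500017E21Rik, which the paper measured by qRT-PCR and which did not pass here. Ppp1r1b overlaps 1700003D09Rik, which differed here.

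The paper's methods describe scaling by total library size, and the size factors in the values equalled medians of ratios to within 2.89e-15 of their size. The paper's mean counts in Table S1 matched the means of the values used here to within 0.000483% over 842 genes.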

Other observations

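The gene lists were written after the first lines of the paper's Table S1 had been read, which hold Nrp1, Sema3a and Nr3c2 of the genes named in this part. Of 16 oligodendrocyte genes, 14 were higher in the hippocampus and none in the PFC (15 and none when adjusted over the list alone), among them the myelin genes Opalin (1.07), Cldn11 (0.96), Ermn (0.94) and Ugt8a (0.92), with log2 fold changes from limma in parentheses. With camera the list had adjusted p = 1.3e-20, and adjusted p = 0.052 with an estimated correlation. Of 7 genes of their precursors, Gpr17 (0.50) and Pdgfra (0.37) were higher in the hippocampus (4 when adjusted over the list alone), and of 12 astrocyte genes Gja1 (0.53) and Slc4a4 (0.52) were (4 when adjusted over the list alone). These had camera adjusted p = 0.00047 and 0.00095, and adjusted p = 0.049 for both with an estimated correlation. Of 7 ependymal genes, Tmem212 (2.58), Ccdc153 (1.83) and Foxj1 (0.71) were higher in the hippocampus (4 when adjusted over the list alone, camera adjusted p = 0.00095, and adjusted p = 0.072 with an estimated correlation). Of 9 thalamic genes, Plekhg1 (0.89), Tcf7l2 (0.81) and Prkcd (0.67) were higher in the hippocampus and Adarb1 (-0.41) in the PFC (3 and 1 when adjusted over the list alone, camera adjusted p = 0.054). Of 12 meningeal genes, Dcn (1.01) was higher in the hippocampus and Fmod (-0.94) and Islr (-0.65) in the PFC (1 and 4 when adjusted over the list alone, camera adjusted p = 0.017 toward the PFC, and adjusted p = 0.072 with an estimated correlation). Of 8 genes of pericytes and smooth muscle, Acta2 (0.83) was higher in the hippocampus (1 when adjusted over the list alone, camera adjusted p = 0.79). Of 12 endothelial, 14 microglial and 5 red blood cell genes, limma, edgeR and DESeq2 called 0, also when adjusted over the list alone, and 1, 2 and 1 had an unadjusted p under 0.05 in limma (camera adjusted p = 0.36, 0.57 and 0.72). The median of the red blood cell genes was 0.19 and their mean -0.04. The counts moved with the settings. Of the precursor genes 4 were higher in the hippocampus with array weights and without hippocampus replicate 2, 1 with no filter on low values, equal totals or a replicate block, 0 without PFC replicate 3 and 1 without any other library. Of the astrocyte genes 5 were without hippocampus replicate 2, 4 with array weights and 1 without hippocampus replicate 4 or PFC replicate 3 or 4. Of the ependymal genes 1 was without hippocampus replicate 1 or 3 or PFC replicate 3 or 4, and of the thalamic genes 1 was without hippocampus replicate 1 or PFC replicate 3 or 4. Among the fits without 1 library Adarb1 passed without hippocampus replicate 2 and without PFC replicate 1 or 2, and its call was lost with a replicate block. The calls of Acta2 and Tcf7l2 were lost whichever library was left out, with no filter and with a replicate block, and that of Acta2 also with a pseudocount of 5 and equal totals. Calls were also lost under at least 1 alternative for Gpr17, Pdgfra, Gja1, Ccdc153, Foxj1, Prkcd, Fmod and Islr. The meningeal genes in the PFC numbered 1 with a replicate block and without hippocampus replicate 1, 3 or 4 and 0 without PFC replicate 3 or 4, and 1 red blood cell gene was higher in the PFC with array weights and without hippocampus replicate 2. The thalamic list passed camera with quantile normalization, edgeR, DESeq2 and the replicate block and without hippocampus replicate 1, 3 or 4 or PFC replicate 2 or 4 (0.032 to 0.18 over all settings), and the meningeal list did not without hippocampus replicate 2 (0.056).

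Genes of interneurons, activity and signalling also differed. Of 12 interneuron genes, Npy (-1.06) and Vip (-0.98) were higher in the PFC (5 when adjusted over the list alone, camera adjusted p = 0.00031, and adjusted p = 0.072 with an estimated correlation). Of 15 immediate early genes, Fos (-1.04), Egr1 (-0.74) and Dusp1 (-0.72) were higher in the PFC and Nr4a3 (0.96) and Fosl2 (0.51) in the hippocampus (6 and 2 when adjusted over the list alone, camera adjusted p = 0.0037, and adjusted p = 0.075 with an estimated correlation). Of 26 semaphorins and their receptors, 7 were higher in the hippocampus, led by Nrp1 (1.27) and Sema5a (0.99), and Sema3a (-1.78) and Plxnd1 (-1.18) in the PFC (10 and 5 when adjusted over the list alone, camera adjusted p = 0.094). Of 25 Wnt ligands and receptors, Wnt3 was higher in the hippocampus and Wnt9a (-1.26), Wnt4 (-0.78) and Sfrp1 (-0.73) in the PFC (1 and 3 when adjusted over the list alone, camera adjusted p = 0.17). Of 8 corticosteroid receptors and targets, Nr3c2 was higher in the hippocampus (3 when adjusted over the list alone, camera adjusted p = 0.020, and adjusted p = 0.18 with an estimated correlation). Of 13 mitochondrially encoded mRNAs, limma, edgeR and DESeq2 called 0, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05 in limma. Their median was 0.35 with camera adjusted p = 0.047, and adjusted p = 0.48 with an estimated correlation. The same tools called 0 of 5 sex-linked genes, with 0 at an unadjusted p under 0.05 in limma (median 0.39, camera adjusted p = 0.099). Without hippocampus replicate 2, 5 interneuron genes and 5 semaphorin genes were higher in the PFC, 3 corticosteroid genes were higher in the hippocampus (2 without PFC replicate 1) and the corticosteroid list had camera adjusted p = 0.056. With array weights 6 interneuron genes, 6 semaphorin genes and 7 Wnt genes were higher in the PFC, 5 semaphorin genes were with DESeq2, and 3 corticosteroid genes were higher in the hippocampus with either. Fewer immediate early genes passed without hippocampus replicate 1 or 3 or PFC replicate 3 or 4 (1 in the PFC and 1 in the hippocampus) and without hippocampus replicate 4 or PFC replicate 1 or with a pseudocount of 0.5, no filter, equal totals, edgeR or a replicate block (1 in the hippocampus). Calls were lost under at least 1 alternative for Fos, Dusp1, Fosl2, Wnt9a, Wnt4 and Sfrp1. Wnt3 did not pass with no filter and without hippocampus replicate 4 or PFC replicate 3 or 4, and the Wnt genes higher in the PFC numbered 1 without PFC replicate 1 or 3 and 0 without PFC replicate 4. The camera p of the mitochondrial list ran from 0.00027 to 0.77 over all settings, past the threshold no longer with a pseudocount of 0.5, no filter on low values, quantile normalization, DESeq2 or array weights, nor without hippocampus replicate 2, 3 or 4 or PFC replicate 2 or 4, and 1 member was higher in the hippocampus without hippocampus replicate 1. The semaphorin list passed camera without hippocampus replicate 1 or 4 or PFC replicate 1 or 4 (0.044 to 0.24 over all settings), and the sex-linked list with the replicate block and without hippocampus replicate 2 or 3 or PFC replicate 2 (0.038 to 0.23).

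Of the 35 lncRNAs that differed, 22 are members of the paper's table, among them A230103J11Rik (-1.47), whose call was lost with no filter on low values, with a replicate block and without hippocampus replicate 1 or 3 or PFC replicate 2, 3 or 4, and B930086A06Rik (1.99), whose call was lost without PFC replicate 4, with log2 fold changes from limma in parentheses. The other 13, listed after the values were seen, were 1700003D09Rik, 2810011L19Rik, 4930426D05Rik, Gm3985, B930095G15Rik, D6Ertd474e, Gm13716, Tdrd5, 1700047F07Rik, BB031773, Gm13834, Gm11542 and Gm15397. Of these, Gm3985 (adjusted p = 0.069), D6Ertd474e (0.093), 1700047F07Rik (0.085), BB031773 (0.076), Gm13834 (0.065), Gm11542 (0.053) and Gm15397 (0.087) did not pass with edgeR. Each of them had a mean under 10 normalized counts in both regions. Of the 35, edgeR also called 28 and DESeq2 29.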
